# Networking of differentially expressed genes in human cancer cells resistant to methotrexate

**DOI:** 10.1186/gm83

**Published:** 2009-09-04

**Authors:** Elisabet Selga, Carlota Oleaga, Sara Ramírez, M Cristina de Almagro, Véronique Noé, Carlos J Ciudad

## Abstract

**Background:**

The need for an integrated view of data obtained from high-throughput technologies gave rise to network analyses. These are especially useful to rationalize how external perturbations propagate through the expression of genes. To address this issue in the case of drug resistance, we constructed biological association networks of genes differentially expressed in cell lines resistant to methotrexate (MTX).

**Methods:**

Seven cell lines representative of different types of cancer, including colon cancer (HT29 and Caco2), breast cancer (MCF-7 and MDA-MB-468), pancreatic cancer (MIA PaCa-2), erythroblastic leukemia (K562) and osteosarcoma (Saos-2), were used. The differential expression pattern between sensitive and MTX-resistant cells was determined by whole human genome microarrays and analyzed with the GeneSpring GX software package. Genes deregulated in common between the different cancer cell lines served to generate biological association networks using the Pathway Architect software.

**Results:**

Dikkopf homolog-1 (*DKK1*) is a highly interconnected node in the network generated with genes in common between the two colon cancer cell lines, and functional validations of this target using small interfering RNAs (siRNAs) showed a chemosensitization toward MTX. Members of the UDP-glucuronosyltransferase 1A (*UGT1A*) family formed a network of genes differentially expressed in the two breast cancer cell lines. siRNA treatment against *UGT1A *also showed an increase in MTX sensitivity. Eukaryotic translation elongation factor 1 alpha 1 (*EEF1A1*) was overexpressed among the pancreatic cancer, leukemia and osteosarcoma cell lines, and siRNA treatment against *EEF1A1 *produced a chemosensitization toward MTX.

**Conclusions:**

Biological association networks identified *DKK1*, *UGT1A*s and *EEF1A1 *as important gene nodes in MTX-resistance. Treatments using siRNA technology against these three genes showed chemosensitization toward MTX.

## Background

The large amount of information obtained with high-throughput technologies like expression microarrays needs to be processed in order to be comprehensible to molecular biologists. In this regard, many computational methods have been developed to facilitate expression data analysis. Gene clustering, gene ontology and pathway analyses are commonly used [1,2]. Pathways are manually generated diagrams that represent knowledge on molecular interactions and reactions [3] and they can be used to visualize the involvement of the differentially expressed genes in specific molecular, cellular or biological processes. However, the complexity of higher organisms cannot be explained solely as a collection of separate parts [4]; in organisms, pathways never exist in isolation, they are part of larger networks, which are more informative and real [5]. Gene networks are capable of describing a large number of interactions in a concise way, and provide a view of the physiological state of an organism at the mRNA level. Biochemical networks can be constructed at several levels and can represent different types of interactions. Literature mining allows the extraction of meaningful biological information from publications to generate networks [6]. Taking into account the progress in gene expression profiling, elucidating gene networks is an appropriate and timely step on the way to uncovering the complete biochemical networks of cells [5].

In this work, we use biological association networks (BANs) as a tool to define possible targets for gene therapy in combination with methotrexate (MTX). This approach could serve to minimize the development of MTX resistance acquired by cancer cells, which remains a primary cause of therapy failure in cancer treatment [7]. A role in MTX resistance was established for the three node genes selected, namely those encoding Dikkopf homolg 1 (*DKK1*), UDP-glucuronosyltransferases (UGTs; *UGT1A*s) and Eukaryotic translation elongation factor 1A1 (*EEF1A1*).

## Methods

### Cell lines

Cell lines representative of five types of human cancer were used: HT29 and Caco-2 for colon cancer, MCF-7 and MDA-MB-468 for breast cancer, MIA PaCa-2 for pancreatic cancer, K562 for erythroblastic leukemia, and Saos-2 for osteosarcoma. These cell lines are sensitive to MTX, with IC50s of 1.67 × 10^-8 ^M MTX for HT29, 4.87 × 10^-8 ^M MTX for MDA-MB-468 and 1.16 × 10^-8 ^M MTX for MIA PaCa-2 cells. IC50 values were calculated using GraphPad Prism 5 version 5.0a for Macintosh (GraphPad Software, San Diego, CA, USA). Resistant cells were obtained in the laboratory upon incubation with stepwise concentrations of MTX (Lederle) as previously described [8]. HT29, Caco-2 and K562 resistant cells were able to grow in 10^-5 ^M MTX; MIA PaCa-2, Saos-2, MCF-7 and MDA-MB-246 cells were resistant to 10^-6 ^M MTX.

### Cell culture

Human cell lines were routinely grown in Ham's F12 medium supplemented with 7% fetal bovine serum (both from Gibco/Invitrogen, Grand Island, NY, USA) at 37°C in a 5% CO_2 _humidified atmosphere. Resistant cells were routinely grown in selective DHFR medium lacking glycine, hypoxanthine and thymidine (-GHT medium; Gibco), the final products of dihydrofolate reductase (DHFR) activity. This medium was supplemented with 7% dialyzed fetal bovine serum (Gibco).

### Microarrays

Gene expression was analyzed by hybridization to the GeneChip^® ^Human Genome U133 PLUS 2.0 from Affymetrix, containing over 54,000 transcripts and variants. Total RNA for oligo arrays was prepared from triplicate samples of every sensitive and resistant cell line using the RNAeasy Mini kit (Qiagen, Germantown, Maryland, USA) following the recommendations of the manufacturer. Labeling, hybridization and detection were carried out following the manufacturer's specifications.

### Microarray data analyses

Gene expression analyses were performed using three samples of both sensitive and resistant cells for each of the seven cell lines studied. These analyses were carried out with the GeneSpring GX software v 7.3.1 (Agilent Technologies, Santa Clara, CA, USA), using the latest gene annotations available (March 2009). This software package allows multi-filter comparisons using data from different experiments to perform the normalization, generation of restriction (filtered) lists and functional classifications of the differentially expressed genes. Normalization was applied in two steps: 'per chip normalization', by which each measurement was divided by the 50th percentile of all measurements in its array; and 'per gene normalization', by which all the samples were normalized against the median of the control samples (sensitive cells). The expression of each gene was reported as the ratio of the value obtained for each condition relative to the control condition after normalization of the data. Then, data were filtered using the control strength, a control value calculated using the Cross-Gene Error model on replicates [9] and based on average base/proportional value. Measurements with higher control strength are relatively more precise than measurements with lower control strength. Genes that did not reach this value were discarded. Additional filtering was performed to determine differentially expressed genes. A first filter was performed by selecting the genes that displayed a *P*-value corrected by false discovery rate (Benjamini and Hochberg false discovery rate) of less than 0.05. The output of this analysis was then filtered by fold expression. Thus, lists of genes differentially expressed by at least twofold were generated for each of the seven resistant cell lines.

### Common genes between cell lines

The lists of genes differentially expressed by at least twofold with a *P*-value < 0.05 including multiple testing correction for each cell line were divided into two groups: overexpressed and underexpressed genes. Comparisons of lists of overexpressed genes were performed using Venn diagrams in GeneSpring GX. Lists of underexpressed genes were also compared using the same approach. All lists were compared in pairs and lists of genes in common between each pair were generated.

### Generation of biological association networks

BANs were constructed with the aid of Pathway Architect software v3.0 (Stratagene-Agilent). Briefly, this software package generates interaction networks starting with the genes in a given list (entities) taking into account the information present in a database of known molecular interactions. The lists correspond to the collection of differentially expressed genes under specific conditions. The database of molecular interactions is composed of more than 1.6 million interactions divided into different classes (binding, regulation, promoter binding, transport, metabolism, protein metabolism and expression). The interactions are extracted from the literature using a Natural Language Processing (NLP) tool run on Medline abstracts (NLP references), plus those obtained from external curated databases like BIND (Biomolecular Interaction Network Database) [10] and MINT (Molecular INTeraction) [11]. Interactions in the interaction database are scored according to five different categories: maximum, high, medium, low and minimal. Curated interactions (BIND and MINT sources) are given the maximum quality score, as are any interactions that have at least three NLP references. Pathway Architect gathers all that information to construct novel views as to how the entities in a list could be interacting with each other, even including entities not present in the original list (neighbors resulting from the expanded interaction). Customized analyses were performed to select relevant interaction networks with an associated high confidence index since such networks are likely to mirror biological significance. One-step expansion (using the expand network command) of the original set of entities with maximum score interaction were then analyzed by setting an advanced filter that included the categories of binding, expression, metabolism, promoter binding, protein modification and regulation. This procedure gives a final representation formed of a collection of nodes with different degrees of interrelationship. Some gene products from the original lists were not significantly connected with other members or neighbors and, therefore, were removed from the final view. Finally, members of the network were matched with expression levels.

### Transfection of small interfering RNAs against selected genes

HT29 cells (30,000) were plated in 1 ml of -GHT medium and transfection was performed 18 hours later. For each well, Lipofectamine™ 2000 (Invitrogen, Carlsbad, CA, USA) in 100 μl of serum free -GHT medium was mixed in Eppendorf tubes with 100 nM of small interfering RNA (siRNA) in 100 μl of serum free -GHT medium. The mixture was incubated at room temperature for 20 minutes before addition to the cells. MTX (2 × 10^-8 ^M) was added 48 hours after siRNA treatment and 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assays [12] were performed 3 days after MTX addition. Treatment of MDA-MB-468 and MIA PaCa-2 cells was performed following the same protocol but using Metafectene™ (Biontex, Martinsried, Germany). A non-related siRNA was used as negative control; it was transfected in parallel with the other siRNAs and used to normalize the results.

The siRNAs were designed using the software iRNAi v2.1. (The Netherlands Cancer Institute, Amsterdam, The Netherlands) Among the possible alternatives, sequences rich in A/T at the 3' end of the target were chosen. Then, BLAST resources in NCBI were used to assess the degree of specificity of the sequence recognition for these siRNAs. Only the siRNAs that reported the target gene as the only mRNA hit, or some family members in the case of siUGT1A, were selected. The sequences for the sense strand of all siRNAs used are available in Table 1.

**Table 1:** Sense strand sequences of the siRNAs used

Target gene	siRNA name	siRNA sequence (5'- 3')
*DKK1*	siDKK1	AGGTGCTGCACTGCCTATT
*UGT1A* family	siUGT1A	GTGCTGGGCAAGTTTACTT
*EEF1A1*	siEEF1A1	CGGTCTCAGAACTGTTTGT
*DHFR*	siDHFR	CCTCCACAAGGAGCTCATT
*Luciferase*	NR-siRNA	TAAGGCTATGAAGAGATAC

The sequences for the sense strand of the siRNAs used against the target genes are provided.

### Heat map generation

A global comparison of all cell lines was performed using GeneSpring GX v 7.3.1. The triplicate samples for each condition in each of the seven cell lines (42 samples) were imported into one single experiment. Normalization was performed in two steps: 'per chip normalization' (as described above) and 'per gene normalization', by which the samples were normalized against the median of all samples. Lists of genes displaying a false discovery rate-corrected *P*-value < 0.05 were generated for each cell line. As a filter, these values had to appear in at least two out of the seven cell lines. A hierarchical clustering method in GeneSpring was used to group genes on the basis of similar expression patterns over all samples. The distance matrix used was Pearson correlation, and average linkage was used as clustering algorithm. The same clustering method was used to group the cell lines on the basis of similar patterns of gene expression.

### Real-time RT-PCR

Gene mRNA levels were determined by real-time RT-PCR. Total RNA was extracted from cells using Ultraspec™ RNA reagent (Biotecx, Houston, TX, USA) following the recommendations of the manufacturer. For determining gene-node mRNA levels upon siRNA treatment, cells were treated as described above and total RNA was prepared 48 hours after transfection using the same reagent. In either case, complementary DNA was synthesized in a total volume of 20 μl by mixing 500 ng of total RNA and 125 ng of random hexamers (Roche, Mannheim, Germany) in the presence of 75 mM KCl, 3 mM MgCl_2_, 10 mM dithiothreitol, 20 units of RNasin (Promega, Madison, WI, USA), 0.5 mM dNTPs (AppliChem, Darmstadt, Germany), 200 units of M-MLV reverse transcriptase (Invitrogen) and 50 mM Tris-HCl buffer, pH 8.3. The reaction mixture was incubated at 37°C for 60 minutes. The cDNA product was used for subsequent real-time PCR amplification using an ABI Prism 7000 Sequence Detection System (Applied Biosystems, Foster City, CA, USA) with 25 ng of the cDNA mixture, the assays-on-demand from Applied Biosystems Hs00758822_s1 for DHFR and Hs00356991_m1 for Adenine Phosphoribosyltransferase (APRT) or the following primers: *DKK1*, 5'-AGTACTGCGCTAGTCCCACC-3' and 5'-CTGGAATACCCATCCAAGGTGC-3'; *UGT1A*, 5'-TAAGTGGCTACCCCAAAACG-3' and 5'-CTCCAGCTCCCTTAGTCTCC-3'; *EEF1A1*, 5'-CGTCATTGGACACGTAGATTCGGG-3' and 5'-GGAGCCCTTTCCCATCTCAGC-3'.

### Gene copy number determination

Genomic DNA from either sensitive or resistant cells was obtained with the Wizard™ Genomic DNA Purification Kit (Promega) following the manufacturer's recommendations. One hundred nanograms of DNA and the assays-on-demand Hs00758822_s1 for DHFR and Hs99999901_s1 for 18S were used for real-time PCR amplification.

### Preparation of total extracts for western blotting

Total extracts from cells, either sensitive or MTX-resistant, were used to assay DHFR protein levels. Cells were washed twice with ice-cold phosphate-buffered saline and scraped in 200 ml lysis buffer (50 mM Hepes, 500 mM NaCl, 1.5 M MgCl_2_, 1 mM EGTA, 10% glycerol (v/v), 1% Triton X-100 and protease inhibitor cocktail). Cells were incubated in ice for 1 hour with vortexing every 15 minutes and then centrifuged at 14,000 rpm at 4°C for 10 minutes. Five microliters of the extract were used to determine protein concentration by the Bradford assay (Bio-Rad, Munich, Germany). The extracts were frozen in liquid N_2 _and stored at -80°C. Fifty micrograms of both sensitive and resistant cell total extracts were resolved by 15% SDS-PAGE. Transference to PVDF membranes (Immobilon P, Millipore, Bedford, MA, USA) using a semidry electroblotter was followed by incubation with an antibody against DHFR (Davids Biotechnologie, Regensburg, Germany), and detection was accomplished using secondary horseradish peroxidase-conjugated antibody and enhanced chemiluminescence, as recommended by the manufacturer (Amersham/GE Healthcare, Buckinghamshire, UK). To normalize the results, blots were re-probed with an antibody against actin (Sigma, St. Louis, MO, USA).

### Transfections, co-transfections and luciferase assays

HT29 cells, either sensitive or MTX-resistant, were seeded into six-well plates the day before transfection at a density of 2 × 10^5 ^cells/well in Ham's F12 medium containing 7% fetal bovine serum. Transfection was performed using FUGENE™ HD (Roche). For each well, 6 μl of FUGENE™ HD in 100 μl of serum-free medium was incubated at room temperature for 5 minutes. The mixture was added to 1 μg of TOPFLASH (Millipore) and incubated at room temperature for 20 minutes before addition to the cells. In co-transfections, 1 μg of TOPFLASH was mixed together with 2 μg of pBATEM2-CDH before the addition of FUGENE™ HD in serum-free medium. The total amount of DNA was kept constant at 3 μg, adding empty vector when necessary. Luciferase activity was assayed 30 hours after transfection.

In all cases, cell extracts were prepared by lysing the cells with 200 μl of freshly diluted 1× Reporter Lysis Buffer (Promega). The lysate was centrifugated at 13,000 g for 2 minutes to pellet the cell debris and the supernatants were transferred to a fresh tube. A 15-μl aliquot of the extract was added to 15 μl of the luciferase assay substrate (Promega) and the luminiscence of the samples was read immediately on a Gloomax 20/20 luminometer (Promega); light production (relative light units) was measured for 10 s. Each transfection was performed in triplicate. Protein concentration was determined by the Bradford assay and used to normalize the results.

### Statistical analyses

Data are presented as mean ± standard error (SE). Statistical analyses were performed using the unpaired *t*-test option in GraphPad InStat version 3.1a for Macintosh (GraphPad Software). *P*-values < 0.05 were considered to be statistically significant.

## Results

### Genes deregulated in methotrexate-resistant cancer cell lines

In a previous study, we analyzed the differential gene expression between sensitive and MTX-resistant cells derived from the human colon cancer cell line HT29 [13]. In the present work we extend the study of gene expression profiles associated with MTX resistance by including another six MTX-resistant cell lines. Together, the studied cell lines represent colon cancer (CaCo2 and HT29), breast cancer (MCF-7 and MDA-MB-468), pancreatic cancer (MIA PaCa-2), erythroblastic leukemia (K562) and osteosarcoma (SaOs-2). Total RNA was extracted for the seven pairs of sensitive and MTX-resistant cell lines, and the expression profile of the 54,700 transcripts and variants included in the HG U133 PLUS 2.0 microarray from Affymetrix was compared between each pair using GeneSpring GX software v7.3.1. 

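Of the pairs of cell lines, only MIA PaCa-2, a line from a human pancreatic carcinoma, was analysed here, with 3 arrays of MTX-sensitive cells and 3 arrays of MTX-resistant cells. The paper gives the resistant cells a methotrexate level of 1 µM, whereas the sample labels, read literally, give 10 µM, and the paper's value is used. By the paper's methods, the sensitive cells grew in Ham's F12 medium and the resistant cells in a selective medium lacking glycine, hypoxanthine and thymidine, so that medium and resistance differ together. RNA from each sample was hybridized to its own array of 54675 probe sets, and nothing states that the triplicates came from separate cultures, so that p-values measure only the spread between these samples.
The authors deposited MAS5 signals, which are intensities on a linear scale. The mean signal of each array without its highest and lowest probe sets lay between 149.3 and 149.9, so that the deposited values carry a global scaling. The median signal was 20.8, 21.4 and 20.6 on the sensitive arrays and 22.4, 25 and 25.8 on the resistant arrays. Here each value was turned into log2 and the array's median was subtracted, as in the paper's per-chip normalization to the median. The paper's control strength filter cannot be repeated from these values, and the 21340 probe sets with the highest mean were kept in its place, the number the paper states for its filter. Differences were tested with limma and adjusted by Benjamini and Hochberg. The number of arrays limits the precision, and 3 against 3 allow an exact permutation p of 0.10 at the smallest.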

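In resistant MIA PaCa-2 cells, most measured genes of 5q14 around the mismatch repair gene MSH3 rose. The 7 measured of 27 listed replication-dependent histone genes rose too. Most genes of serine and glycine synthesis and of the ATF4 response, the transcription program of amino acid shortage, fell. Whether these 3 lists stand out from other genes depended on the correlation assumed between genes. MSH3 signal was 372 ± 44.8 (SD, n = 3) in sensitive cells and 5675 ± 55.6 (SD, n = 3) in resistant cells, a log2 change of 3.72 (standard error 0.14, adjusted p = 1.0e-07 from limma). ASNS, the asparagine synthetase, had a signal of 7048 ± 758 (SD, n = 3) in sensitive and 998 ± 105 (SD, n = 3) in resistant cells, a log2 change of -3.04 (standard error 0.14, adjusted p = 2.3e-07 from limma). SCG2, which encodes the secretory granule protein secretogranin II, went from 50.1 ± 7.36 (SD, n = 3) to 4212 ± 430.2 (SD, n = 3), a log2 change of 6.18, and TNFSF4, a ligand of the tumor necrosis factor family, from 24.4 ± 2.12 to 1574 ± 53.5, a log2 change of 5.80. CALB2, the calcium-binding protein calretinin, fell from 3758 ± 230.1 to 33.1 ± 1.93, a log2 change of -7.05 (adjusted p = 2.5e-09 from limma).
The 10 genes with the largest increase also held SPOCK1, a secreted proteoglycan, with a log2 change of 9.10, PDE5A, a cGMP phosphodiesterase, with 8.69, OLFML3 with 8.00, the collagenase MMP1 with 7.88, PSG5 with 7.07, ROBO1 with 6.25, the transcription factor SNAI2 with 5.63 and PSG4 with 5.50. Several of them had a low signal in sensitive cells, 2.5 ± 0.755 for SPOCK1, and with a pseudocount of 32 the log2 change was 6.07 for PDE5A, 5.60 for SCG2, 5.42 for SPOCK1 and 4.74 for MMP1, in another order. The 10 genes with the largest decrease were AKR1C2, an aldo-keto reductase, with a log2 change of -8.46, CDK6, a kinase of the G1 phase, with -8.24, BTG3 with -8.06, PTX3 with -8.02, CALB2, NR2F1 with -6.99, RUNX2 with -6.82, SERPINA3 with -6.62, ARHGAP29 with -6.35 and TGFBI with -6.09. The signal of CDK6 went from 2006 ± 81.0 (SD, n = 3) to 11.4, and several others also ended at a low signal, 4.9 for AKR1C2 and 7.73 for TGFBI, so that their order is uncertain. With the pseudocount the log2 change was -5.95 for CALB2, -5.93 for NR2F1, -5.66 for CDK6, -5.09 for AKR1C2 and -3.63 for TGFBI.
Median scaling placed the median log2 change of the measured genes at -0.18, and the changes of gene lists are given relative to it. Of 19 measured genes of 5q14, 16 were higher and 1 was lower at an adjusted p under 0.05 from limma (16 and 1 when adjusted over the list alone), with a median relative log2 change of 1.38. The lower one was LHFPL2, with a log2 change of -0.38, and with quantile normalization 17 were higher and 0 lower. Among the members of the list, each on its brightest probe set, the largest log2 changes after MSH3 were 3.23 for ZFYVE16, 2.99 for MTX3 and 2.86 for THBS4. All 7 measured replication-dependent histone genes were higher (7 when adjusted over the list alone), with a median relative log2 change of 3.31, and H1-2 had a log2 change of 3.42, H2AC6 of 3.39, H2BC5 of 3.30 and H2BC9 of 3.13. Only these 7 of the 27 listed were measured. The filter uses the mean over both groups, so that a rise can itself bring a gene past it. In sensitive cells, H2BC9 and H1-2 had mean log2 values of -0.34 and 0.74, below the cut. H2AC6 and H2BC5 had 1.33 and 1.61, above it. Both lists were chosen with the paper's values known and are not independent evidence of their direction. Of 29 genes of serine and glycine synthesis and the ATF4 response, 27 were lower and 0 higher (27 lower and 1 higher, ATF3, when adjusted over the list alone), with a median relative log2 change of -1.16. CTH had a log2 change of -3.19, the amino acid transporters SLC7A5 and SLC7A11 had -3.04 and -2.75, and PSAT1 and PHGDH, enzymes of serine synthesis, had -1.94 and -1.74. By camera with a preset correlation of 0.01, the adjusted p was 1.6e-12 for the genes of 5q14, 1.4e-09 for the histones and 7.4e-10 for the serine, glycine and ATF4 list, over 22 lists. With an estimated correlation none of these 3 calls holds (adjusted p = 0.33 for each). Fry, which asks whether a list's genes move one way on balance, calls all 3. It calls 15 of the 22 lists, so that it does not single out these 3.
The other 19 lists did not pass camera. Among 21 genes of folate metabolism and methotrexate handling, 3 were higher and 8 lower (3 and 8 when adjusted over the list alone). GCH1, the GTP cyclohydrolase, rose with a log2 change of 3.02, and SLC19A1, the reduced folate carrier that takes up methotrexate, fell from a signal of 381 to 103, a log2 change of -2.13 (standard error 0.21, adjusted p = 3.3e-05 from limma). FPGS, which adds glutamates to folates and methotrexate, fell with a log2 change of -1.35. Of 6 drug efflux transporters, 4 were higher and 0 lower (4 and 0 when adjusted over the list alone; adjusted p = 0.051 from camera, and 0.046 with no filter), among them ABCC3 with a log2 change of 2.44.
In all, 10212 of 21340 probe sets passed an adjusted p of 0.05 from limma, 3392 higher and 6820 lower, and 2941 of them also changed at least 2-fold, 1003 higher and 1938 lower. With quantile normalization 5133 were higher and 5367 lower, and at least 2-fold 1331 were higher and 1379 lower. The values of the resistant and sensitive arrays did not overlap for 12162 probe sets (57.0% of those kept, against 10% by chance).

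**Figure D1:**
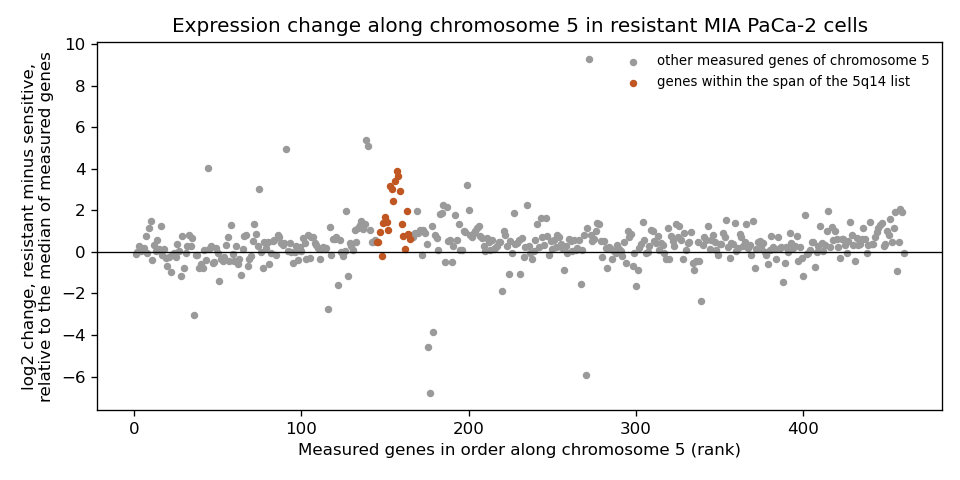
Expression change of the measured genes of chromosome 5 in resistant MIA PaCa-2 cells, in their order along the chromosome in GRCh38.p14. Each point is the log2 change of 1 gene relative to the median of the measured genes, and orange points are the 21 genes within the span of the 5q14 list, with a median of 1.38.

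**Figure D2:**
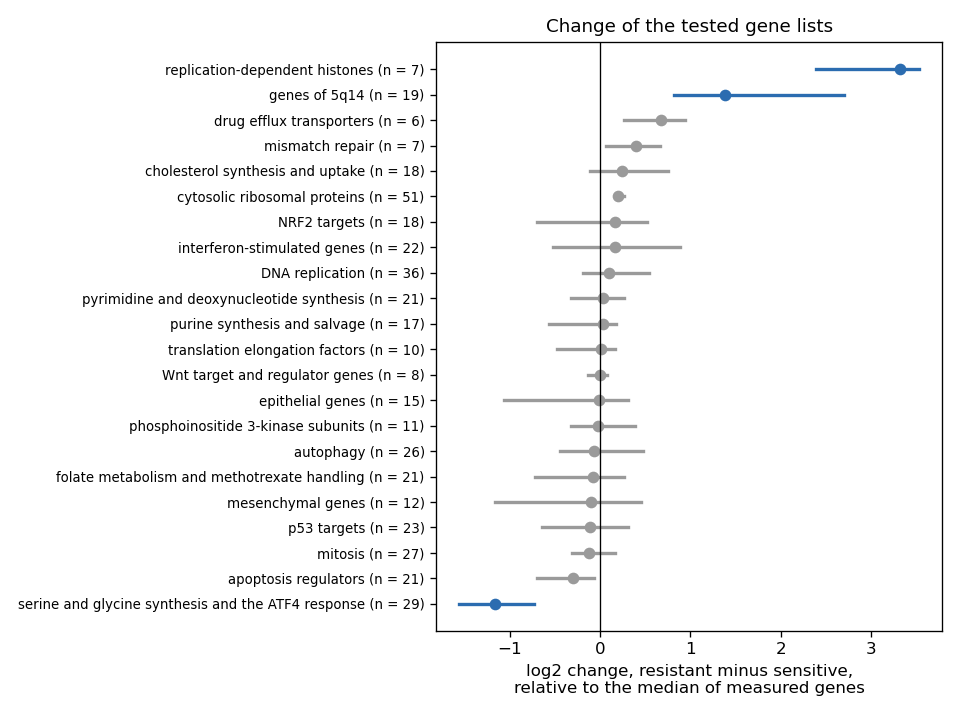
Change of the 22 tested gene lists in resistant cells, as log2 change relative to the median of the measured genes. Points are medians over the measured genes of a list, lines run from the 25th to the 75th percentile, n counts measured genes, and blue marks the 3 lists with an adjusted p under 0.05 from camera with the preset correlation.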

Upon normalization and statistical filtering of the data, lists of genes differentially expressed by at least twofold were built as described in Methods. These lists are presented as Additional data files 1 to 7. The data discussed in this report have been deposited in the Gene Expression Omnibus (GEO) [14] and are accessible through GEO series accession number [GSE16648].

### Hierarchical clustering of genes and cell lines

We compared the gene expression patterns of all the studied cell lines together. Lists of genes displaying a false discovery rate-corrected *P*-value < 0.05 were generated for each cell line. Then, hierarchical clustering in GeneSpring GX was used to construct a heat map displaying both a gene tree and a sample tree (Figure 1), as described in Methods. Two facts could be extracted from this representation. First, there is a high correlation between cell lines sharing the same tissue origin. The two colon cancer cell lines studied (HT29 and Caco-2) are more highly correlated in gene expression with each other than with all the other cell lines. The breast cancer cell lines studied (MCF-7 and MDA-MB-468) also showed similar gene expression, although the degree of correlation is slightly lower than that for the colon cancer cell lines. The other three cell lines studied (MIA PaCa-2, K562 and Saos-2) displayed different gene expression from the colon or the breast cancer cell lines, and thus cluster apart from them. Second, gene expression of the resistant cells is more closely correlated with that of their sensitive cell counterparts than with any other sample or cell line.

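In MIA PaCa-2, resistant and sensitive cells differed more from each other than arrays of the same cells did. Across the kept probe sets, the Pearson correlation of log2 values was 0.984 to 0.987 within the sensitive arrays and 0.982 to 0.985 within the resistant arrays. Between sensitive and resistant arrays it was 0.890 to 0.901 over 9 pairs, with a mean of 0.894 (Spearman 0.888). These correlations are across probe sets, which are not independent replicates, and the other cell lines were not analysed here.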

**Figure 1:**
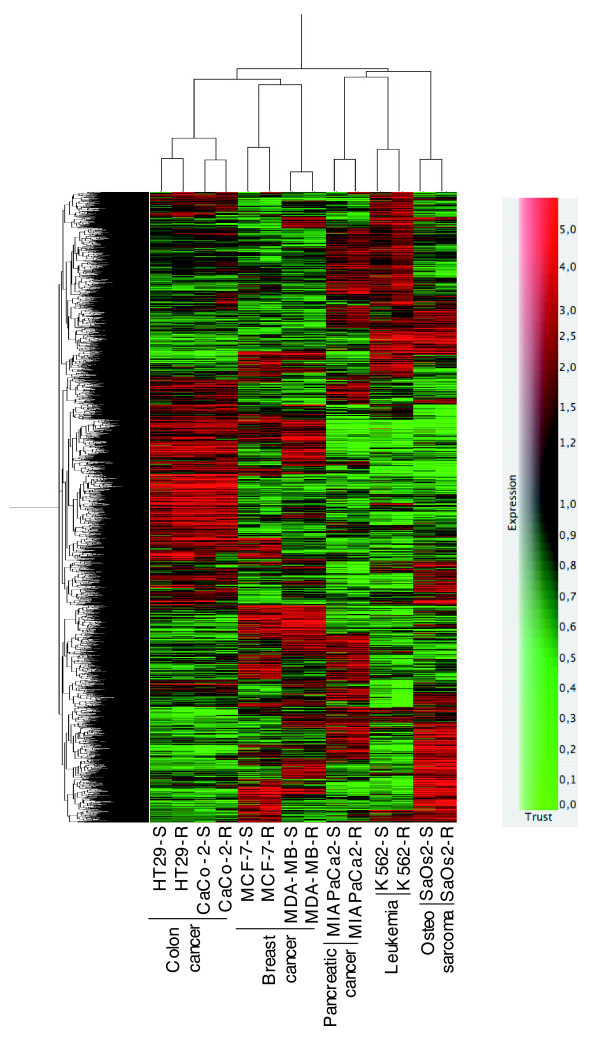
Heat map of differentially expressed genes. Lists of differentially expressed genes with a *t*-test *P*-value < 0.05 including multiple testing correction were generated for each cell line. A hierarchical clustering method in GeneSpring GX v 7.3.1 was used to construct both the gene tree and the sample tree, as described in Methods. Data are shown in a matrix format: each row represents a single gene, and each column represents a cell line. Red indicates overexpressed genes (expression levels over the median) and green indicates underexpressed genes (expression levels under the median; see legend). The pattern and length of the branches in the dendrograms reflect the relatedness of the samples or the genes.

### Dihydrofolate reductase status in all cell lines studied

As DHFR is the target for MTX, and was upregulated in MTX-resistant cells, we validated its overexpression in all cell lines studied. Real-time RT-PCR was used to quantify the mRNA levels, and DHFR protein levels were determined by western blotting in both sensitive and MTX-resistant cell lines (Table 2). Copy number determination revealed *dhfr *amplification only in HT29, Caco-2, MCF-7 and MIA PACA-2 resistant cells (Table 2).

**Table 2:** Validation of *dhfr *overexpression and copy number determination in the different cell lines

	Expression			
			
Cell line	Microarray	RT-PCR validation	Copy number	Protein
HT29	7.1	10.8 ± 0.7	16.1 ± 1.4	++
Caco-2	46.7	49.7 ± 1.1	83.4 ± 8.1	ND
MCF-7	31.1	33.2 ± 0.7	58.1 ± 0.8	+++++
MDA-MB-468	1.8	3.4 ± 0.1	0.9 ± 0.1	ND
MIA PaCa-2	9.5	8.2 ± 1.1	32.2 ± 2.2	+++
K562	9.4	9.8 ± 0.2	1.9 ± 0.1	++++
Saos-2	4.1	4.1 ± 1.1	0.6 ± 0.1	+

The overexpression of DHFR was validated at the mRNA and protein levels by real-time RT-PCR and western blotting using a specific antibody, respectively. DHFR expression levels are presented both as the values found in the microarrays and as validated by RT-PCR. *dhfr *copy number was determined by real-time PCR. Values are the mean (in fold change relative to the sensitive cells) of three independent experiments ± SE. Protein levels were qualitatively assessed (+ to +++++) from the western blot images. ND, non-determined.

### Identification of genes differentially expressed in common among different cell lines resistant to MTX

Lists of genes differentially expressed by at least twofold between sensitive and resistant cell lines were generated for each cell line. Each list was split in two, one group including the overexpressed genes and the other including the underexpressed genes. Then, Venn diagrams were used to compare the lists of overexpressed and underexpressed genes between HT29 and Caco-2 cell lines, between MCF-7 and MDA-MB-468 cell lines, and among MIA PaCa-2, K562 and Saos-2 cell lines (Tables 3, 4 and 5, respectively). This approach allowed us to identify differentially expressed genes with a common trend in expression among the cell lines compared.

**Table 3:** Genes differentially expressed in common among colon cancer cell lines resistant to MTX

GenBank ID	Gene name	Description	Ratio HT29	Ratio Caco-2
AI144299	*DHFR*	Dihydrofolate reductase	7.25	46.35
BC005238	*FXYD3*	FXYD domain containing ion transport regulator 3	7.24	2.20
BC003584	*DHFR*	Dihydrofolate reductase	6.96	50.23
BC000192	*DHFR*	Dihydrofolate reductase	6.89	38.31
NM_002380	*MATN2*	Matrilin 2	6.62	4.70
BU078629	*ZFYVE16*	Zinc finger, FYVE domain containing 16	6.06	22.73
NM_001975	*ENO2*	Enolase 2 (gamma, neuronal)	5.98	2.04
NM_017954	*CADPS2*	Ca^2+^-dependent activator protein for secretion 2	5.60	2.27
AI991103	*AXIIR*	Similar to annexin II receptor	5.14	2.03
NM_000791	*DHFR*	Dihydrofolate reductase	4.71	21.17
U05598	*AKR1C2*	Aldo-keto reductase family 1, member C2	4.63	10.15
M33376	*AKR1C2*	Aldo-keto reductase family 1, member C2	4.41	8.89
NM_012242	*DKK1*	Dickkopf homolog 1	4.25	2.56
NM_014867	*KBTBD11*	Kelch repeat and BTB (POZ) domain containing 11	4.22	2.14
AB037848	*KIAA1427*	Synaptotagmin XIII	4.13	9.56
NM_014733	*ZFYVE16*	Zinc finger, FYVE domain containing 16	4.11	15.6
NM_001353	*AKR1C1*	Aldo-keto reductase family 1, member C1	3.94	8.87
NM_002439	*MSH3*	MutS homolog 3	3.87	4.00
S68290	*AKR1C1*	Aldo-keto reductase family 1, member C1	3.66	9.45
J04810	*MSH3*	MutS homolog 3	3.27	8.23
NM_000691	*ALDH3A1*	Aldehyde dehydrogenase 3 family, member A1	2.86	3.81
AI718385	*SLC26A2*	Solute carrier family 26 member 2	2.76	2.02
NM_003069	*SMARCA1*	SWI/SNF related, regulator of chromatin a1	2.60	2.49
AB029026	*TACC1*	Transforming, acidic coiled-coil containing protein 1	2.35	3.89
NM_006283	*TACC1*	Transforming, acidic coiled-coil containing protein 1	2.31	3.26
AF188298	*DAB2*	Disabled homolog 2	2.29	2.11
NM_020299	*AKR1B10*	Aldo-keto reductase family 1, member B10	2.26	22.95
BC006471	*MLLT11*	Myeloid/lymphoid or mixed-lineage leukemia	2.18	2.60
W93554	*SH3PXD2A*	SH3 and PX domains 2A	2.14	3.45
NM_014778	*NUPL1*	Nucleoporin like 1	0.46	0.43
NM_006033	*LIPG*	Lipase, endothelial	0.40	0.42
NM_012338	*TM4SF12*	Transmembrane 4 superfamily member 12	0.39	0.38
NM_007150	*ZNF185*	Zinc finger protein 185 (LIM domain)	0.38	0.42
AB014605	*MAGI2*	Membrane associated guanylate kinase	0.38	0.30
AB033831	*SCDGF*	Platelet derived growth factor C	0.35	0.35
NM_021021	*SNTB1*	Syntrophin, beta 1	0.35	0.23
NM_021822	*APOBEC3G*	Apolipoprotein B, catalytic polypeptide-like 3G	0.30	0.08
AB039791	*ARP11*	Actin-related protein Arp11	0.29	0.46
NM_013352	*SART2*	Squamous cell carcinoma antigen	0.22	0.31
NM_004362	*CLGN*	Calmegin	0.21	0.19
AI912583	*GLIPR1*	GLI pathogenesis-related 1 (glioma)	0.21	0.45
Z19574	*KRT17*	Keratin 17	0.19	0.46
NM_003186	*TAGLN1*	Transgelin	0.19	0.14
NM_014059	*RGC32*	Response gene to complement 32	0.17	0.44
BE872674	*CLEC3A*	C-type lectin domain family 3, member A	0.15	0.24
NM_003212	*TDGF1/3*	Teratocarcinoma-derived growth factor 1/3	0.13	0.47
BC000069	*RARRES2*	Retinoic acid receptor responder 2	0.07	0.33
AF110400	*FGF19*	Fibroblast growth factor 19	0.06	0.26
NM_006851	*GLIPR1*	GLI pathogenesis-related 1	0.05	0.28
NM_006169	*NNMT*	Nicotinamide N-methyltransferase	0.04	0.24
AF208043	*IFI16*	Interferon, gamma-inducible protein 16	0.03	0.38
BG256677	*IFI16*	Interferon, gamma-inducible protein 16	0.02	0.40
NM_006169	*NNMT*	Nicotinamide N-methyltransferase	0.02	0.24

Genes differentially expressed by at least twofold with a *P*-value < 0.05 including multiple testing correction were compared between HT29 and Caco-2 cells using Venn diagrams in GeneSpring GX software v 7.3.1. The table includes the GenBank IDs for all genes, their respective common names and the associated description. The ratio column corresponds to the fold change in expression of each gene relative to its sensitive counterpart.

**Table 4:** Genes differentially expressed in common among breast cancer cell lines resistant to MTX

GenBank	Gene name	Description	Ratio MCF7	Ratio MDA-MB-468
NM_019093	*UGT1A1/3/4/5/6/7/8/9/10*	UDP glucuronosyltransferase 1, polypeptides A1/3/4/5/6/7/8/9/10	24.36	27.93
NM_000463	*UGT1A1/4/6/8/9/10*	UDP glucuronosyltransferase 1, polypeptides A1/4/6/8/9/10	15.31	17.66
NM_021027	*UGT1A1/4/6/8/9/10*	UDP glucuronosyltransferase 1, polypeptides A1/4/6/8/9/10	13.55	17.05
NM_001072	*UGT1A1/3/4/5/6/7/8/9/10*	UDP glucuronosyltransferase 1, polypeptides A1/3/4/5/6/7/8/9/10	13.21	16.88
AV691323	*UGT1A1/3/4/5/6/7/8/9/10*	UDP glucuronosyltransferase 1, polypeptides A1/3/4/5/6/7/8/9/10	13.05	16.82

Genes differentially expressed by at least twofold with a *P*-value < 0.05 including multiple testing correction were compared between MCF7 and MDA-MB-468 cells as described in Table 3.

**Table 5:** Genes differentially expressed in common among colon cancer cell lines resistant to MTX

GenBank	Gene name	Description	Ratio MIA PaCa-2	Ratio K562	Ratio Saos-2
BC003584	*DHFR*	Dihydrofolate reductase	16.97	17.78	4.06
BC000192	*DHFR*	Dihydrofolate reductase	12.56	13.57	5.28
AI144299	*DHFR*	Dihydrofolate reductase	12.1	9.45	8.94
NM_000791	*DHFR*	Dihydrofolate reductase	9.66	6.76	5.57
BE622627	*PIK3R3*	Phosphoinositide-3-kinase, regulatory subunit 3	5.23	2.09	4.44
AW469790	*EEF1A1*	Eukaryotic translation elongation factor 1 alpha 1	2.29	2.75	2.05
NM_012446	*SSBP2*	Single-stranded DNA binding protein 2	2.2	5.04	2.03
AF318326	*APG10L*	ATG10 autophagy related 10 homolog	2.08	7.39	2.19

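In MIA PaCa-2 cells, PIK3R3, a regulatory subunit of phosphoinositide 3-kinase, SSBP2, a single-stranded DNA-binding protein, and ATG10, an enzyme of autophagosome formation, were higher in resistant cells on the probe sets of Table 5. PIK3R3 signal on 202743_at was 207 ± 48.8 (SD, n = 3) in sensitive and 1237 ± 114 (SD, n = 3) in resistant cells, a log2 change of 2.38 (standard error 0.19, adjusted p = 9.2e-06 from limma). On 203787_at, SSBP2 went from 59.8 ± 6.72 (SD, n = 3) to 153 ± 18.0 (SD, n = 3), a log2 change of 1.14 (standard error 0.17, adjusted p = 4.2e-04 from limma). ATG10 went from 76.0 ± 6.19 (SD, n = 3) to 185 ± 31.3 (SD, n = 3) on 1570523_s_at, a log2 change of 1.06 (standard error 0.18, adjusted p = 8.9e-04 from limma, and 0.051 with no filter on low values). The changes of SSBP2 and ATG10 lie near 2-fold, with folds of 1.89 and 1.88 with the pseudocount, and of 1.97 and 1.84 without resistant replicate 1.
Each gene had another probe set that was higher in resistant cells. The log2 change was 1.65 for PIK3R3 on 211580_s_at (adjusted p = 1.7e-05 from limma), 1.54 for SSBP2 on 210829_s_at (adjusted p = 1.2e-05) and 0.57 for ATG10 on 223677_at (adjusted p = 0.0042, and 0.083 with no filter). SSBP2 and ATG10 are members of the 5q14 list. Of 11 subunits of phosphoinositide 3-kinase, 2 were higher, 3 lower and 6 did not pass (2 higher and 3 lower when adjusted over the list alone, and 4 higher and 3 lower with quantile normalization; adjusted p = 0.92 from camera). Of 26 autophagy genes, 6 were higher and 10 lower (6 and 10 when adjusted over the list alone; adjusted p = 0.95 from camera). K562 and Saos-2 cells were not analysed here.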

Genes differentially expressed by at least twofold with a *P*-value < 0.05 including multiple testing correction were compared between MIA PaCa-2, K562 and Saos-2 cells as described in Table 3.

### Detection of nodes upon generation of biological association networks

BANs were constructed using the Pathway Architect software as described in Methods starting with the lists of genes differentially expressed in common between both colon cancer cell lines, both breast cancer cell lines and among the pancreas cancer, leukemia and osteosarcoma cell lines (Figure 2a,b,c, respectively). In the BANs generated, *DKK1 *is a highly interconnected node in the colon cancer cell lines, *UGT1A *family members formed a network of genes differentially expressed in breast cancer, and *EEF1A1 *was commonly overexpressed in pancreatic cancer, leukemia and osteosarcoma. A BAN including all the genes of the three lists of differentially expressed genes was constructed (Figure 3). *DKK1*, *UGT1A *and *EEF1A1 *all seemed to be important nodes of this newly constructed network, and thus were selected for further study.

**Figure 2:**
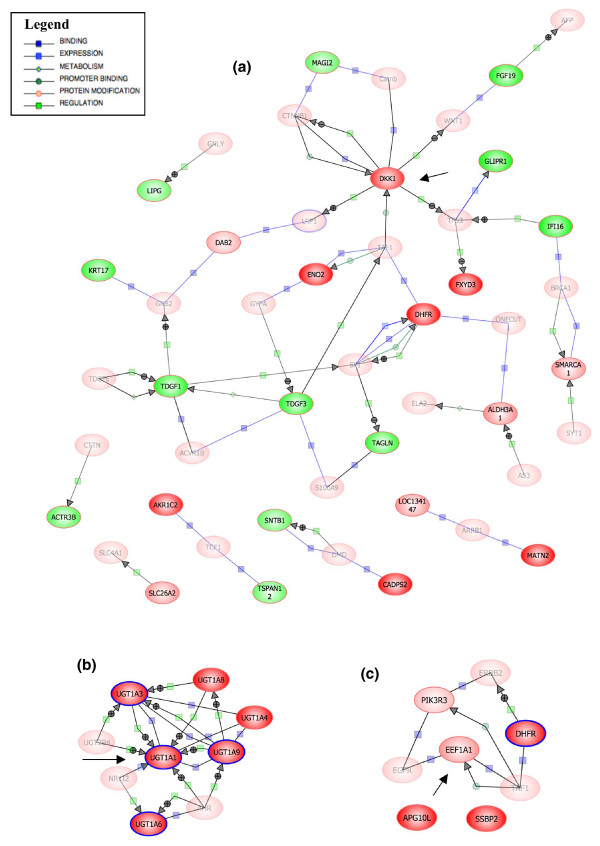
BANs of differentially expressed genes in common between cell lines. The lists of common genes between both colon cancer cell lines, between both breast cancer cell lines, and among the other three cell lines studied (representative of pancreatic cancer, leukemia and osteosarcoma) were used to construct BANs with the Pathway Architect software. Expanded networks were constructed for each list - **(a) **colon cancer, **(b) **breast cancer and **(c) **the other three cell lines - by setting an advanced filter that included the categories of binding, expression, metabolism, promoter binding, protein modification and regulation (see legend). Only proteins are represented. Overlapping of the expression levels was also performed (red for overexpressed genes and green for underexpressed genes; translucent shading represents genes that were not in the list and were added by the program from the interactions database). The BANs show some node genes that were studied further (those with arrows pointing to them).

**Figure 3:**
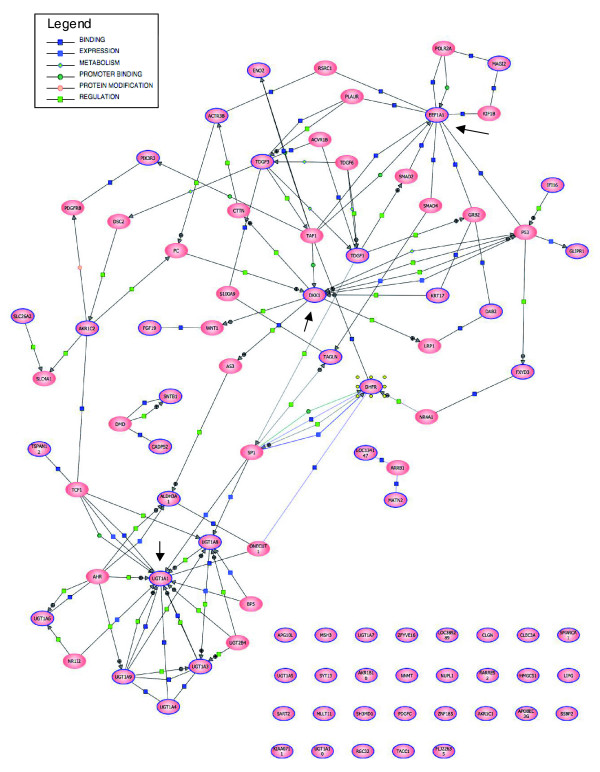
BAN of all common genes. A BAN was constructed as previously described with all the genes included in any of the three lists of common genes (encircled in blue). Genes added by the program from the interaction database are not outlined. Node genes are those with arrows pointing to them.

### Effect on MTX sensitivity of siRNAs designed against the mRNAs of node genes

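EEF1A1 encodes the elongation factor that brings aminoacyl-tRNA to the ribosome, and in MIA PaCa-2 cells its probe sets differed in what they showed. The signal of 227708_at, the probe set of Table 5, was 757 ± 28.3 (SD, n = 3) in sensitive cells and 2018 ± 118 (SD, n = 3) in resistant cells, a log2 change of 1.20 (standard error 0.14, adjusted p = 8.1e-05 from limma). Which EEF1A1 transcript this probe set measures was not determined here. The 4 EEF1A1 probe sets with the highest signals, with means of 10582 to 14361, had log2 changes of -0.11 to 0.008 (adjusted p 0.61 to 0.97 from limma). They lie near the highest signals of the arrays, 12501 to 18239, where a change would be flattened if the signal is saturated, which was not tested. The sixth, 1557120_at, had a log2 change of -0.28 (adjusted p = 0.64). Of 10 measured translation elongation factors, 0 were higher and 4 lower (0 and 4 when adjusted over the list alone; adjusted p = 0.75 from camera), and with quantile normalization 1 was higher and 3 lower. In this count EEF1A1 stands with its brightest probe set, 213614_x_at, and not with 227708_at. The lower ones were EIF5A with a log2 change of -1.05, GFM1, a mitochondrial elongation factor, with -0.72, EEF1A2 with -0.71 and EIF5A2 with -0.52. The paper reports EEF1A1 as overexpressed in common in pancreatic cancer, leukemia and osteosarcoma cells and, since it seemed to be an important node of the network built from all the lists (Figure 3), selected it for further study.

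**Figure D3:**
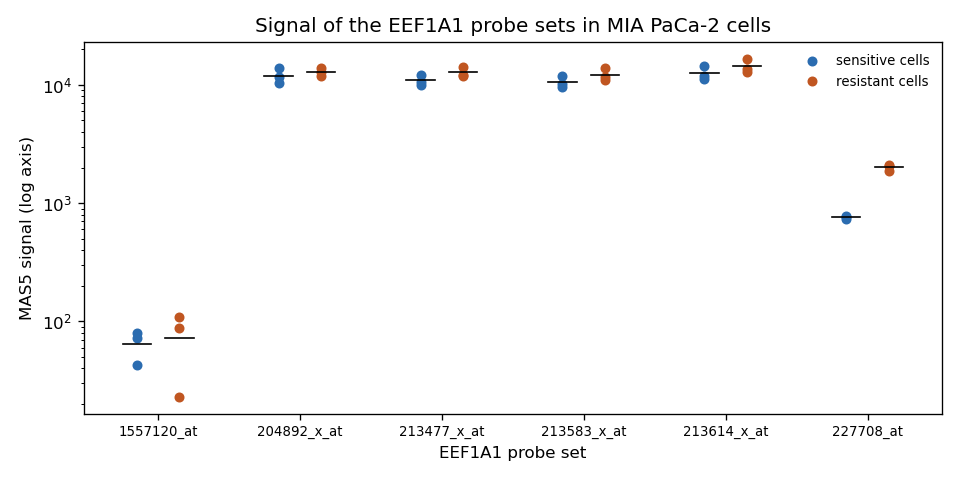
MAS5 signal of the 6 EEF1A1 probe sets in sensitive and resistant MIA PaCa-2 cells, on a log axis. Each point is 1 array and each black line the mean of 3 arrays, and 227708_at is the probe set with means of 757 and 2018.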

Given that the node genes *DKK1*, *UGT1A*s and *EEF1A1 *were overexpressed in cells resistant to MTX (Table 6), we investigated the effect of decreasing their mRNA levels by means of siRNAs on the sensitivity to this chemotherapeutic agent. We also performed treatments with siDHFR in order to assess the role of DHFR in MTX resistance. HT29 and MDA-MB-468 cell lines were used as models of colon and breast cancer, respectively, and MIA PaCa-2 cells were selected as the model for the other three cell lines. Previously, it was confirmed that the mRNA levels of the three genes were decreased 48 hours after siRNA treatment (Figure 4a-c). Cells were pre-incubated with individual siRNAs for 48 hours before the addition of methotrexate. The presence of 100 nM of either siDKK1 or siDHFR caused increases in MTX cytotoxicity in HT29 cells of 50% and 65%, respectively, compared to MTX alone (Figure 4d). Incubation with 100 nM of either siUGT1A or siDHFR in MDA-MB-468 cells caused increases in cytotoxicity of 36% and 50%, respectively, compared to MTX alone (Figure 4e). Treatment of MIA PaCa-2 cells with 30 nM of either siEEF1A1 or siDHFR resulted in increased cytotoxicity of 35% and 65%, respectively, compared to MTX alone (Figure 4f). The same approach was conducted in the resistant counterparts of the HT29, MDA-MB-468 and MIA PaCa-2 cell lines, but no significant changes in cytotoxicity were observed (*P *> 0.05; data not shown).

**Table 6:** Validation of *DKK1*, *UGT1A *and *EEF1A1 *overexpression in the resistant cells

		Expression	
		
Gene	Cell line	Microarray	RT-PCR validation
*DKK1*	HT29	4.25	5.66 ± 0.23
	Caco-2	2.56	1.96 ± 0.03
*UGT1A*	MCF-7	15.90	23.41 ± 0.94
	MDA-MB-468	19.27	16.28 ± 0.19
*EEF1A1*	MIA PaCa-2	2.29	3.89 ± 0.16
	K562	2.75	2.38 ± 0.47
	Saos-2	2.05	1.85 ± 0.15

The expression levels for the three node genes (*DKK1*, *UGT1A *and *EEF1A1*) derived from both the microarray data (average of the overexpressed *UGT1A *family members) and real-time RT-PCR are given. All the results are expressed as fold changes relative to the sensitive cells and values are the mean of triplicate experiments ± SE.

**Figure 4:**
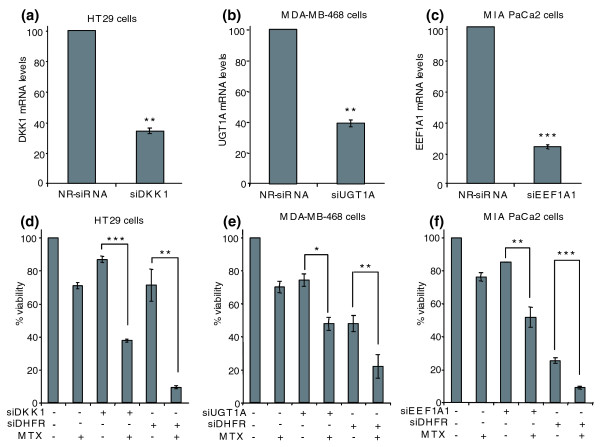
Effects on MTX sensitivity of treatment with siRNAs against *DKK1*, *UGT1A*s or *EEF1A1*. **(a-f) **Treatment with siDKK1 was performed in HT29 cells (a, d), siUGT1A was transfected in MDA-MB-468 cells (b, e) and the effects of siEEF1A1 were determined in MIA PaCa-2 cells (c, f). Treatments were performed as described in Methods, and MTX was added after 48 h. Cell viability was determined 3 days after MTX treatment (d-f). (d-f) A siRNA against *dhfr *was transfected in each of the three cell lines, and its effects on cell viability are presented. For determination of mRNA levels, real-time RT-PCR was performed with 500 ng of total RNA extracted 48 h after siRNA transfection (a-c). All results are expressed as percentages relative to the non-related negative control siRNA (NR-siRNA). Values are the mean of three independent experiments ± SE. *P < 0.05, **P < 0.01 and ***P < 0.001.

Given that the UGT1A family is involved in the metabolism of other drugs, we also performed combination treatments with siUGT1A and SN38, the active metabolite of the anticancer drug irinotecan. Transfection of the siRNA was performed as described above, and 1 nM SN38 was added 48 hours after siRNA treatment. These incubations led to a significant (*P *< 0.01) increase of 46% in SN38 sensitivity.

A non-related siRNA against the luciferase gene was used as a negative control in all experiments. Transfection of this siRNA was performed in parallel with the other siRNAs, and was used to normalize the results.

### DKK1 is overexpressed in HT29 MTX-resistant cells due to higher activation of the Wnt pathway

As *DKK1 *is known to be transcriptionally regulated by the Wnt pathway, we investigated the degree of activation of this signaling pathway in MTX-resistant HT29 cells compared with their sensitive counterpart. Cells were transiently transfected with the reporter plasmid TOPFLASH, bearing three T-cell factor (TCF) binding sites. A transcriptional activation of 26-fold resulted from the transfection of TOPFLASH in the resistant cells, while no significant activation was observed upon transfection in the sensitive cells (Figure 5). Additionally, co-transfections of TOPFLASH with an expression plasmid for E-cadherin (pBATEM2-CDH) were performed in both cell lines. As shown in Figure 5, overexpression of E-cadherin in the resistant cells led to a marked decrease in TOPFLASH activity, down to basal activity. No significant changes in transcriptional activity were observed when these co-transfections were performed in the sensitive cells.

**Figure 5:**
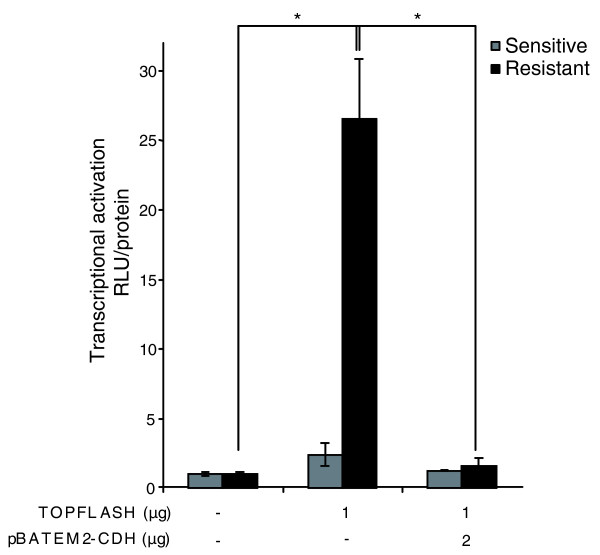
Transcriptional activation of the Wnt pathway in MTX-resistant cells leads to *DKK1 *overexpression. HT29 cells, either sensitive or resistant, were transiently transfected with 1 μg of a luciferase reporter of β-catenin-mediated transcriptional activation (TOPFLASH) using Fugene™ HD in the presence or absence of 2 μg of E-cadherin expression vector (pBATEM2-CDH). Thirty hours after transfection, luciferase activity (relative light units (RLU)) was assayed. The protein content was used to normalize the luciferase activity for each sample and is expressed relative to that of pGL3 basic vector (mean ± standard error of the mean for triplicate wells). *P < 0.05.

## Discussion

The main objective of this work was to explore whether node genes could be identified from BANs constructed starting from genes differentially expressed in MTX-resistant cells from different human cancer cell lines, representative of five tissues. Those putative node genes may then be used as targets to increase the sensitivity toward MTX.

We started by determining and comparing the patterns of differential gene expression associated with MTX resistance in seven cell lines. The only differentially expressed gene in common among all the cell lines studied was *dhfr*. Its overexpression, at both the mRNA and protein levels, was confirmed in the MTX-resistant cells studied. The mRNA upregulation can be explained either by gene amplification of the *dhfr *locus, a well recognized mechanism for MTX resistance [15-17], or by an increase of *dhfr *transcription rate. In accordance with this, HT29, CaCo-2, MCF-7 and MIA PACA-2 resistant cells display an increased *dhfr *copy number. Indeed, amplification of the 5q14 locus, including *dhfr *and flanking genes, has been described in HT29 MTX-resistant cells [13]. On the other hand, the other cell lines studied bear no changes in *dhfr *copy number. Thus, drug resistance in MDA-MB-468, K562 and Saos-2 cells may be caused by any of the other known mechanisms for MTX resistance [18-22]. Additionally, one has to take into account that MTX causes the differential expression of many genes that may be direct or indirect regulators of cell proliferation, survival or apoptosis, and that this expression pattern can contribute to modulation of the resistance phenotype. As described in this work, the overexpression of *DKK1*, *UGT1A*s or *EEF1A1 *could represent a mechanism, parallel to *DHFR *overexpression, that plays a role in MTX resistance; the possible contribution of the overexpression of each of these genes is addressed below. Other work has determined genes that correlate with the capability of parental cells to resist treatment using concentrations assessed to be clinically achievable in tumor tissue [23]. Although this approach is different to the goal of our work, to identify genes differentially expressed in cells with acquired resistance to high concentrations of MTX, we compared the results obtained by Gyorffy *et al*. [23] with ours and found only six genes in common, namely *CD99*, *CKMT1*, *DHRS2*, *IGFBP7*, *MAP7 *and *MYO1E*.

Hierarchical clustering of all samples indicated that the MTX-resistant cells and their sensitive counterparts were highly correlated with regards to gene expression with each other. This is in accordance with reports showing that two breast tumor samples from the same patient before and after treatment with doxorubicin pair together in a hierarchical clustering [24]. Moreover, the same authors proposed that the molecular program of a primary tumor could generally be retained in its metastases. Similar results were obtained with leukemic cells from patients [25].

Interestingly, as shown in Figure 1, the gene expression patterns for the cell lines from the same tissue origin were very similar. Sets of coordinately expressed genes provide gene expression signatures that can indicate where to find targets suitable for gene therapy. Thus, we generated a list of genes differentially expressed in common between the two colon cancer cell lines. This list included, among others, genes encoding DHFR, the target for MTX, three members of the AKR family and ENO2, which we have previously studied as modulators of MTX resistance [8,13], and DKK1.

BAN construction using the genes differentially expressed in common between both colon cancer cell lines identified *DKK1 *as a highly interconnected node of the network, which could as such be a candidate druggable gene. DKK1 is a secreted protein involved in embryonic development [26] and is classically considered to function as an inhibitor of the canonical Wnt signaling pathway [27] (see [28] for a review). However, it does not take an active part in the Wnt/β-catenin pathway in colon cancer cells, as mutation of adenomatous polyposis coli (one of the components of Wnt pathway) occurs in most human colon cancers [29,30], thus disconnecting the effector part of the signaling cascade from the Wnt receptors, where DKK1 exerts its inhibitory effect [31,32]. This situation led us to hypothesize that DKK1 could have other cellular functions aside from its role in the Wnt pathway. Indeed, a role for DKK1 overexpression in cancer [26], including hepatobastomas [33] and breast cancer bone metastasis [34], aggressive tumors, epithelial-mesenchymal transition [35] and proliferation [36], has been previously suggested, although its precise mechanism of action has not yet been elucidated. In the case of HT29 MTX-resistant cells, the role of DKK1 is unclear, although it seems to be related to the resistant phenotype, since treatment with the siRNA against *DKK1 *mRNA showed a chemosensitization toward MTX. In keeping with this, Katula and collaborators [37] showed that folate deficiency led to the downregulation of DKK1, and that MTX inhibited *DKK1 *transcription. Thus, *DKK1 *overexpression in HT29 MTX-resistant cells could constitute a mechanism to overcome the transcriptional repression exerted by MTX.

It is worth noting that we had previously proposed the activation of the Wnt/β-catenin pathway to be an important step in MTX resistance in HT29 colon cancer cells [13]. In this cell line, E-cadherin is chromosomically lost and underexpressed, thus allowing β-catenin to play its function in gene transcription. In order to shed some light on the possible role of the Wnt pathway in the overexpression of *DKK1 *in HT29 resistant cells, we performed transient transfection experiments with a luciferase reporter of β-catenin-mediated transcriptional activation. These experiments showed that the Wnt pathway was more active in the HT29 resistant cells than in HT29 sensitive cells, and that re-expression of E-cadherin in the resistant cells resulted in lower β-catenin-mediated transcriptional activation, probably due to recruitment of β-catenin to the adherent junctions. Interestingly, *DKK1 *is transcriptionally regulated by Wnt/β-catenin signaling. Thus, constitutive activation of this signaling pathway through β-catenin, downstream of adenomatous polyposis coli, could represent a mechanism for *DKK1 *overexpression in HT29 MTX-resistant cells.

*UGT1A*s were the only genes differentially expressed in common between both breast cancer cell lines analyzed. UGTs comprise a family of membrane glycoproteins that come from one single gene located on chromosome 2q37, rendering nine functional UGT1A proteins by alternative splicing of 13 different first exons with the common exons 2 to 5 [38]. UGTs are involved in phase II metabolism of a wide range of metabolites, both endogenous and exogenous [39]. Glucuronidation is an important metabolic process, as it carries out the biotransformation of lipophilic substrates into hydrophilic glucuronides, which can be more easily removed from the body. Among the different products that can undergo glucuronidation, we find analgesics, sex hormones, flavonoids, rifampicin, bilirubin and tobacco-specific carcinogens [40,41]. Some anticancer drugs, such as topotecan, irinotecan, SN-38 (the active metabolite of irinotecan), doxorubicin and 4-hydroxytamoxifen, have also been described to be substrates of UGT1A activity [42-47]. Metabolism by UGT1A family members has been described to induce resistance toward daunorubicin (in both cell lines and rat hyperplastic liver nodules) [48,49], mycophenolic acid [50,51], mitoxantrone [52], SN-38 [53,54], camptothecin [55] and other drugs [56,57]. Indeed, drug inactivation by metabolism within tumor cells is recognized as an important mechanism of drug resistance, and, specifically, glucuronidation by UGT enzymes has been proposed to contribute to multidrug resistance of several chemotherapeutic drugs [56]. From our results using a siRNA against *UGT1A *mRNA we can point out a role for this family of genes in MTX resistance in MDA-MB-468 breast cancer cells. In fact, Hanioka *et al*. [58] reported that β-naphthoflavone induced *UGT1A *mRNA levels. This could be a feasible explanation for the *UGT1A *overexpression we observed in the breast cancer MTX-resistant cells used in our study.

*EEF1A1 *was overexpressed in common among MIA PaCa-2, K562 and Saos-2 resistant cell lines. EEF1A1 is a ubiquitously expressed protein elongation factor that recruits amino-acetylated tRNAs to the A site of the ribosome (see [59] for a review). Although it has been traditionally described as a cellular housekeeper enzyme, overexpression of EEF1A1 is found in melanomas and tumors of the pancreas, breast, lung, prostate and colon [59,60]. It has been demonstrated that EEF1A expression is related to increased cell proliferation [61,62], oncogenic transformation [63], delayed cell senescence [64] and metastasis [65]. Moreover, increased EEF1A1 expression has been related to cisplatin [66], doxorubicin [67] and MTX resistance [68], maybe due to its ability to inhibit apoptosis [69]. It has been proposed that EEF1A overexpression promotes cell growth and replication by contributing to an overall increase in protein translation. Antisense-mediated abrogation of *EEF1A1 *expression inhibits tumorigenesis and anchorage-independent cell replication in prostate tumor cells [70]. Our functional analyses using siRNA technology against *EEF1A1 *are in keeping with these results, and show a chemosensitization of MIA PaCa-2 cells, thus stating a role for EEF1A1 in MTX resistance in this cell line.

In summary, our results provide evidence that node genes can be identified by constructing BANs with lists of genes differentially expressed in common between cell lines resistant to MTX. RNA interference technology has enabled us to demonstrate a role for DKK1, UGT1As and EEF1A1 in MTX resistance.

## Conclusions

BANs were constructed using genes differentially expressed in common between cells resistant to MTX from seven human cancer cell lines representative of five tissues. We have been able to identify important node genes in the BANs, namely *DKK1 *in colon cancer cells, *UGT1A*s in breast cancer cells and *EEF1A1 *in pancreatic cancer, leukemia and osteosarcoma cells. These three genes were functionally validated using siRNAs against their respective mRNAs, which resulted in increased sensitivity to MTX.

## Abbreviations

APRT: Adenine Phosphoribosyltransferase; BAN: biological association network; DHFR: dihydrofolate reductase; DKK1: Dikkopf homolog 1; EEF1A1: eukaryotic translation elongation factor 1 alpha 1; MTT: 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; MTX: methotrexate; NLP: Natural Language Processing; SE: standard error; siRNA: small interfering RNA; TCF: T-cell factor; UGT: UDP glucuronosyl transferase.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ES participated in microarray data analyses, BAN generation and cell treatment with siRNAs. CO carried out the determination of *DHFR *mRNA levels, *dhfr *copy number and protein levels. SR performed the luciferase experiments. CA generated MDA-MB-468 cells resistant to MTX. VN helped with data interpretation and drafting the manuscript, critically revising it. CJC conceived the study, participated in microarray data analyses and in BAN generation. All authors read and approved the final manuscript.

## Additional data files

The following additional data are available with the online version of this paper: a table listing of genes differentially expressed at least twofold in HT29 MTX-resistant cells (Additional data file 1); a table listing genes differentially expressed at least twofold in Caco-2 MTX-resistant cells (Additional data file 2); a table listing genes differentially expressed at least twofold in MCF-7 MTX-resistant cells (Additional data file 3); a table listing genes differentially expressed at least twofold in MDA-MD-468 MTX-resistant cells (Additional data file 4); a table listing genes differentially expressed at least twofold in MIA PaCa-2 MTX-resistant cells (Additional data file 5); a table listing genes differentially expressed at least twofold in K562 MTX-resistant cells (Additional data file 6); a table listing genes differentially expressed at least twofold in Saos-2 MTX-resistant cells (Additional data file 7).

## Supplementary Material

Additional data file 1 The list was generated using GeneSpring software v 7.3.1. It includes the GenBank numbers of all genes, their respective common names and the associated description. The fold change values relative to the control (sensitive cells) are provided. The differentially expressed transcripts corresponding to open reading frames, transcribed sequences, cDNA clones or hypothetical genes have been omitted. Out of the 54,675 transcripts contained in the microarray, 21,216 passed the control strength filter, 3,046 the Benjamini and Hochberg false discovery rate-corrected *P *< 0.05 filter, and 518 remained after filtering for at least a twofold expression difference (the genes presented in this file). Click here for file

Additional data file 2 The list was generated using GeneSpring software v 7.3.1. Out of the 54,675 transcripts contained in the microarray, 21,304 passed the control strength filter, 5,399 the Benjamini and Hochberg false discovery rate-corrected *P *< 0.05 filter, and 848 remained after filtering for at least a twofold expression difference (the genes presented in this file). Click here for file

Additional data file 3 The list was generated using GeneSpring software v 7.3.1. Out of the 54,675 transcripts contained in the microarray, 21,438 passed the control strength filter, 3,052 the Benjamini and Hochberg false discovery rate-corrected *P *< 0.05 filter, and 1,002 remained after filtering for at least a twofold expression difference (the genes presented in this file). Click here for file

Additional data file 4 The list was generated using GeneSpring software v 7.3.1. Out of the 54,675 transcripts contained in the microarray, 27,498 passed the control strength filter, 12 the Benjamini and Hochberg false discovery rate-corrected *P *< 0.05 filter, and all of them remained after filtering for at least a twofold expression difference (the genes presented in this file). Click here for file

Additional data file 5 The list was generated using GeneSpring software v 7.3.1. Out of the 54,675 transcripts contained in the microarray, 21,340 passed the control strength filter, 7,612 the Benjamini and Hochberg false discovery rate-corrected *P *< 0.05 filter, and 2,248 remained after filtering for at least a twofold expression difference (the genes presented in this file). 

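The folds of the paper's list for MIA PaCa-2 that could be paired ran the same way as the changes measured here. The first 1998 of its 2248 entries could be read, all 519 with a fold above 1 and 1479 of the 1729 with a fold below 1. The unread entries are thus all decreases, and they were not compared. Of the entries read, 1380 were paired through their accession with a kept probe set of 1 gene. All 1380 had the same direction, and 1378 (99.9%) had a log2 fold within 0.1 of the value here. Of the 1380, 1376 also passed an adjusted p of 0.05 from limma with at least a 2-fold change, and 4 did not. The paper's fold for SCG2 is 72.61, against 72.5 here, and for F2R, a thrombin receptor gene of chromosome 5, it is 30.66, against 30.6 here. The paper's fold for MSH3 is 13.21, against 13.2 here. The paper's list was chosen on these same samples, so that this is a comparison of processing and not independent evidence, and the decimal separator of 447 entries had to be restored.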

Click here for file

Additional data file 6 The list was generated using GeneSpring software v 7.3.1. Out of the 54,675 transcripts contained in the microarray, 24,964 passed the control strength filter, 5,805 the Benjamini and Hochberg false discovery rate-corrected *P *< 0.05 filter, and 490 remained after filtering for at least a twofold expression difference (the genes presented in this file). Click here for file

Additional data file 7 The list was generated using GeneSpring software v 7.3.1. Out of the 54,675 transcripts contained in the microarray, 20,520 passed the control strength filter, 7,592 the Benjamini and Hochberg false discovery rate-corrected *P *< 0.05 filter, and 2,383 remained after filtering for at least a twofold expression difference (the genes presented in this file). Click here for file

## References

[B1] HuttenhowerCFlamholzAILandisJNSahiSMyersCLOlszewskiKLHibbsMASiemersNOTroyanskayaOGCollerHANearest Neighbor Networks: clustering expression data based on gene neighborhoods.BMC Bioinformatics2007825010.1186/1471-2105-8-25017626636PMC1941745

[B2] YuJXSieuwertsAMZhangYMartensJWSmidMKlijnJGWangYFoekensJAPathway analysis of gene signatures predicting metastasis of node-negative primary breast cancer.BMC Cancer2007718210.1186/1471-2407-7-18217894856PMC2077336

[B3] Kyoto Encyclopedia of Genes and Genomeshttp://www.genome.jp/kegg/

[B4] DohrSKlingenhoffAMaierHHrabe de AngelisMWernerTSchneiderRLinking disease-associated genes to regulatory networks via promoter organization.Nucleic Acids Res20053386487210.1093/nar/gki23015701758PMC549397

[B5] BrazhnikPde la FuenteAMendesPGene networks: how to put the function in genomics.Trends Biotechnol20022046747210.1016/S0167-7799(02)02053-X12413821

[B6] NatarajanJBerrarDDubitzkyWHackCZhangYDeSesaCVan BrocklynJRBremerEGText mining of full-text journal articles combined with gene expression analysis reveals a relationship between sphingosine-1-phosphate and invasiveness of a glioblastoma cell line.BMC Bioinformatics2006737310.1186/1471-2105-7-37316901352PMC1557675

[B7] MeleraPWAcquired versus intrinsic resistance to methotrexate: diversity of the drug-resistant phenotype in mammalian cells.Semin Cancer Biol199122452551912529

[B8] SelgaENoeVCiudadCJTranscriptional regulation of aldo-keto reductase 1C1 in HT29 human colon cancer cells resistant to methotrexate: role in the cell cycle and apoptosis.Biochem Pharmacol20087541442610.1016/j.bcp.2007.08.03417945194

[B9] RockeDMDurbinBA model for measurement error for gene expression arrays.J Comput Biol2001855756910.1089/10665270175330748511747612

[B10] BaderGDDonaldsonIWoltingCOuelletteBFPawsonTHogueCWBIND - The Biomolecular Interaction Network Database.Nucleic Acids Res20012924224510.1093/nar/29.1.24211125103PMC29820

[B11] ZanzoniAMontecchi-PalazziLQuondamMAusielloGHelmer-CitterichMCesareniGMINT: a Molecular INTeraction database.FEBS Lett200251313514010.1016/S0014-5793(01)03293-811911893

[B12] MosmannTRapid colorimetric assay for cellular growth and survival: application to proliferation and cytotoxicity assays.J Immunol Methods198365556310.1016/0022-1759(83)90303-46606682

[B13] SelgaEMoralesCNoeVPeinadoMACiudadCJRole of Caveolin 1, E-Cadherin, Enolase 2 and PKCalpha on resistance to methotrexate in human HT29 colon cancer cells.BMC Med Genomics200813510.1186/1755-8794-1-3518694510PMC2527490

[B14] Gene Expression Omnibushttp://www.ncbi.nlm.nih.gov/geo/

[B15] CarmanMDSchornagelJHRivestRSSrimatkandadaSPortlockCSDuffyTBertinoJRResistance to methotrexate due to gene amplification in a patient with acute leukemia.J Clin Oncol198421620658332610.1200/JCO.1984.2.1.16

[B16] CurtGACowanKHChabnerBAGene amplification in drug resistance: of mice and men.J Clin Oncol198426264669965910.1200/JCO.1984.2.1.62

[B17] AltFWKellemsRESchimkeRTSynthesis and degradation of folate reductase in sensitive and methotrexate-resistant lines of S-180 cells.J Biol Chem197625130633074944697

[B18] YuMMeleraPWAllelic variation in the dihydrofolate reductase gene at amino acid position 95 contributes to antifolate resistance in Chinese hamster cells.Cancer Res199353603160358261418

[B19] SrimatkandadaSSchweitzerBIMorosonBADubeSBertinoJRAmplification of a polymorphic dihydrofolate reductase gene expressing an enzyme with decreased binding to methotrexate in a human colon carcinoma cell line, HCT-8R4, resistant to this drug.J Biol Chem1989264352435282914962

[B20] JansenGMauritzRDroriSSprecherHKathmannIBunniMPriestDGNoordhuisPSchornagelJHPinedoHMPetersGJAssarafYGA structurally altered human reduced folate carrier with increased folic acid transport mediates a novel mechanism of antifolate resistance.J Biol Chem1998273301893019810.1074/jbc.273.46.301899804775

[B21] RoyKTolnerBChiaoJHSirotnakFMA single amino acid difference within the folate transporter encoded by the murine RFC-1 gene selectively alters its interaction with folate analogues. Implications for intrinsic antifolate resistance and directional orientation of the transporter within the plasma membrane of tumor cells.J Biol Chem19982732526253110.1074/jbc.273.5.25269446553

[B22] ZhaoRSharinaIGGoldmanIDPattern of mutations that results in loss of reduced folate carrier function under antifolate selective pressure augmented by chemical mutagenesis.Mol Pharmacol199956687610385685

[B23] GyorffyBSurowiakPKiesslichODenkertCSchaferRDietelMLageHGene expression profiling of 30 cancer cell lines predicts resistance towards 11 anticancer drugs at clinically achieved concentrations.Int J Cancer20061181699171210.1002/ijc.2157016217747

[B24] PerouCMSorlieTEisenMBRijnM van deJeffreySSReesCAPollackJRRossDTJohnsenHAkslenLAFlugeOPergamenschikovAWilliamsCZhuSXLonningPEBorresen-DaleALBrownPOBotsteinDMolecular portraits of human breast tumours.Nature200040674775210.1038/3502109310963602

[B25] AlizadehAAEisenMBDavisREMaCLossosISRosenwaldABoldrickJCSabetHTranTYuXPowellJIYangLMartiGEMooreTHudsonJJrLuLLewisDBTibshiraniRSherlockGChanWCGreinerTCWeisenburgerDDArmitageJOWarnkeRLevyRWilsonWGreverMRByrdJCBotsteinDBrownPODistinct types of diffuse large B-cell lymphoma identified by gene expression profiling.Nature200040350351110.1038/3500050110676951

[B26] ForgetMATurcotteSBeauseigleDGodin-EthierJPelletierSMartinJTanguaySLapointeRThe Wnt pathway regulator DKK1 is preferentially expressed in hormone-resistant breast tumours and in some common cancer types.Br J Cancer20079664665310.1038/sj.bjc.660357917245340PMC2360041

[B27] RothbacherULemairePCreme de la Kremen of Wnt signalling inhibition.Nat Cell Biol20024E17217310.1038/ncb0702-e17212105428

[B28] NelsonWJNusseRConvergence of Wnt, beta-catenin, and cadherin pathways.Science20043031483148710.1126/science.109429115001769PMC3372896

[B29] PolakisPWnt signaling and cancer.Genes Dev2000141837185110921899

[B30] Gonzalez-SanchoJMAguileraOGarciaJMPendas-FrancoNPenaCCalSGarcia de HerrerosABonillaFMunozAThe Wnt antagonist DICKKOPF-1 gene is a downstream target of beta-catenin/TCF and is downregulated in human colon cancer.Oncogene2005241098110310.1038/sj.onc.120830315592505

[B31] SemenovMVTamaiKBrottBKKuhlMSokolSHeXHead inducer Dickkopf-1 is a ligand for Wnt coreceptor LRP6.Curr Biol20011195196110.1016/S0960-9822(01)00290-111448771

[B32] MaoBWuWDavidsonGMarholdJLiMMechlerBMDeliusHHoppeDStannekPWalterCGlinkaANiehrsCKremen proteins are Dickkopf receptors that regulate Wnt/beta-catenin signalling.Nature200241766466710.1038/nature75612050670

[B33] KochAWahaAHartmannWHrychykASchullerUWhartonKAJrFuchsSYvon SchweinitzDPietschTElevated expression of Wnt antagonists is a common event in hepatoblastomas.Clin Cancer Res2005114295430410.1158/1078-0432.CCR-04-116215958610

[B34] Voorzanger-RousselotNGoehrigDJourneFDoriathVBodyJJClezardinPGarneroPIncreased Dickkopf-1 expression in breast cancer bone metastases.Br J Cancer2007979649701787633410.1038/sj.bjc.6603959PMC2360424

[B35] MonaghanAPKioschisPWuWZunigaABockDPoustkaADeliusHNiehrsCDickkopf genes are co-ordinately expressed in mesodermal lineages.Mech Dev199987455610.1016/S0925-4773(99)00138-010495270

[B36] GregoryCASinghHPerryASProckopDJThe Wnt signaling inhibitor dickkopf-1 is required for reentry into the cell cycle of human adult stem cells from bone marrow.J Biol Chem2003278280672807810.1074/jbc.M30037320012740383

[B37] KatulaKSHeinlothANPaulesRSFolate deficiency in normal human fibroblasts leads to altered expression of genes primarily linked to cell signaling, the cytoskeleton and extracellular matrix.J Nutr Biochem20071854155210.1016/j.jnutbio.2006.11.00217320366

[B38] MackenziePIOwensISBurchellBBockKWBairochABelangerAFournel-GigleuxSGreenMHumDWIyanagiTLancetDLouisotPMagdalouJChowdhuryJRRitterJKSchachterHTephlyTRTiptonKFNebertDWThe UDP glycosyltransferase gene superfamily: recommended nomenclature update based on evolutionary divergence.Pharmacogenetics1997725526910.1097/00008571-199708000-000019295054

[B39] GuillemetteCPharmacogenomics of human UDP-glucuronosyltransferase enzymes.Pharmacogenomics J2003313615810.1038/sj.tpj.650017112815363

[B40] StrassburgCPMannsMPTukeyRHExpression of the UDP-glucuronosyltransferase 1A locus in human colon. Identification and characterization of the novel extrahepatic UGT1A8.J Biol Chem19982738719872610.1074/jbc.273.15.87199535849

[B41] KiangTKEnsomMHChangTKUDP-glucuronosyltransferases and clinical drug-drug interactions.Pharmacol Ther20051069713210.1016/j.pharmthera.2004.10.01315781124

[B42] NagarSRemmelRPUridine diphosphoglucuronosyltransferase pharmacogenetics and cancer.Oncogene2006251659167210.1038/sj.onc.120937516550166

[B43] McCagueRParrIBLeclercqGLeungOTJarmanMMetabolism of tamoxifen by isolated rat hepatocytes. Identification of the glucuronide of 4-hydroxytamoxifen.Biochem Pharmacol1990391459146510.1016/0006-2952(90)90427-M2334445

[B44] PlatzerPSchadenSThalhammerTHamiltonGRosenbergBSilgonerIJagerWBiotransformation of topotecan in the isolated perfused rat liver: identification of three novel metabolites.Anticancer Res199818269527009703931

[B45] RosingHvan ZomerenDMDoyleEBultABeijnenJHO-glucuronidation, a newly identified metabolic pathway for topotecan and N-desmethyl topotecan.Anticancer Drugs1998958759210.1097/00001813-199808000-000029773801

[B46] AndersenAHolteHSlordalLPharmacokinetics and metabolism of doxorubicin after short-term infusions in lymphoma patients.Cancer Chemother Pharmacol19994442242610.1007/s00280005099910501917

[B47] IyerLKingCDWhitingtonPFGreenMDRoySKTephlyTRCoffmanBLRatainMJGenetic predisposition to the metabolism of irinotecan (CPT-11). Role of uridine diphosphate glucuronosyltransferase isoform 1A1 in the glucuronidation of its active metabolite (SN-38) in human liver microsomes.J Clin Invest199810184785410.1172/JCI9159466980PMC508633

[B48] CowanKHBatistGTulpuleASinhaBKMyersCESimilar biochemical changes associated with multidrug resistance in human breast cancer cells and carcinogen-induced resistance to xenobiotics in rats.Proc Natl Acad Sci USA1986839328933210.1073/pnas.83.24.93283540935PMC387131

[B49] GessnerTVaughanLABeehlerBCBartelsCJBakerRMElevated pentose cycle and glucuronyltransferase in daunorubicin-resistant P388 cells.Cancer Res199050392139272112982

[B50] FranklinTJJacobsVJonesGPlePBruneauPGlucuronidation associated with intrinsic resistance to mycophenolic acid in human colorectal carcinoma cells.Cancer Res1996569849878640790

[B51] FranklinTJJacobsVNJonesGPlePHuman colorectal carcinoma cells in vitro as a means to assess the metabolism of analogs of mycophenolic acid.Drug Metab Dispos1997253673709172956

[B52] RekhaGKSladekNEMultienzyme-mediated stable and transient multidrug resistance and collateral sensitivity induced by xenobiotics.Cancer Chemother Pharmacol19974021522410.1007/s0028000506499219504

[B53] TakahashiTFujiwaraYYamakidoMKatohOWatanabeHMackenziePIThe role of glucuronidation in 7-ethyl-10-hydroxycamptothecin resistance in vitro.Jpn J Cancer Res19978812111217947374010.1111/j.1349-7006.1997.tb00351.xPMC5921346

[B54] CummingsJEthellBTJardineLBoydGMacphersonJSBurchellBSmythJFJodrellDIGlucuronidation as a mechanism of intrinsic drug resistance in human colon cancer: reversal of resistance by food additives.Cancer Res2003638443845014679008

[B55] BrangiMLitmanTCiottiMNishiyamaKKohlhagenGTakimotoCRobeyRPommierYFojoTBatesSECamptothecin resistance: role of the ATP-binding cassette (ABC), mitoxantrone-resistance half-transporter (MXR), and potential for glucuronidation in MXR-expressing cells.Cancer Res1999595938594610606239

[B56] MeijermanIBeijnenJHSchellensJHCombined action and regulation of phase II enzymes and multidrug resistance proteins in multidrug resistance in cancer.Cancer Treat Rev20083450552010.1016/j.ctrv.2008.03.00218413281

[B57] ZembutsuHOhnishiYTsunodaTFurukawaYKatagiriTUeyamaYTamaokiNNomuraTKitaharaOYanagawaRHirataKNakamuraYGenome-wide cDNA microarray screening to correlate gene expression profiles with sensitivity of 85 human cancer xenografts to anticancer drugs.Cancer Res20026251852711809704

[B58] HaniokaNObikaNNishimuraMJinnoHTanaka-KagawaTSaitoKKiryuKNaitoSNarimatsuSInducibility of UDP-glucuronosyltransferase 1As by beta-naphthoflavone in HepG2 cells.Food Chem Toxicol2006441251126010.1016/j.fct.2006.01.01916545899

[B59] ThorntonSAnandNPurcellDLeeJNot just for housekeeping: protein initiation and elongation factors in cell growth and tumorigenesis.J Mol Med20038153654810.1007/s00109-003-0461-812898041

[B60] AlonUBarkaiNNottermanDAGishKYbarraSMackDLevineAJBroad patterns of gene expression revealed by clustering analysis of tumor and normal colon tissues probed by oligonucleotide arrays.Proc Natl Acad Sci USA1999966745675010.1073/pnas.96.12.674510359783PMC21986

[B61] HassellJAEngelhardtDLThe regulation of protein synthesis in animal cells by serum factors.Biochemistry1976151375138110.1021/bi00652a0041259943

[B62] GrassiGScaggianteBFarraRDapasBAgostiniFBaizDRossoNTiribelliCThe expression levels of the translational factors eEF1A 1/2 correlate with cell growth but not apoptosis in hepatocellular carcinoma cell lines with different differentiation grade.Biochimie2007891544155210.1016/j.biochi.2007.07.00717825975

[B63] TatsukaMMitsuiHWadaMNagataANojimaHOkayamaHElongation factor-1 alpha gene determines susceptibility to transformation.Nature199235933333610.1038/359333a01383827

[B64] ShepherdJCWalldorfUHugPGehringWJFruit flies with additional expression of the elongation factor EF-1 alpha live longer.Proc Natl Acad Sci USA1989867520752110.1073/pnas.86.19.75202508089PMC298096

[B65] EdmondsBTWyckoffJYeungYGWangYStanleyERJonesJSegallJCondeelisJElongation factor-1 alpha is an overexpressed actin binding protein in metastatic rat mammary adenocarcinoma.J Cell Sci199610927052714893798810.1242/jcs.109.11.2705

[B66] JohnssonAZeelenbergIMinYHilinskiJBerryCHowellSBLosGIdentification of genes differentially expressed in association with acquired cisplatin resistance.Br J Cancer2000831047105410.1054/bjoc.2000.142010993653PMC2363570

[B67] BertramJPalfnerKHiddemannWKnebaMOverexpression of ribosomal proteins L4 and L5 and the putative alternative elongation factor PTI-1 in the doxorubicin resistant human colon cancer cell line LoVoDxR.Eur J Cancer19983473173610.1016/S0959-8049(97)10081-89713282

[B68] Beyer-SehlmeyerGHiddemannWWormannBBertramJSuppressive subtractive hybridisation reveals differential expression of serglycin, sorcin, bone marrow proteoglycan and prostate-tumour-inducing gene I (PTI-1) in drug-resistant and sensitive tumour cell lines of haematopoetic origin.Eur J Cancer1999351735174210.1016/S0959-8049(99)00202-610674022

[B69] TalapatraSWagnerJDThompsonCBElongation factor-1 alpha is a selective regulator of growth factor withdrawal and ER stress-induced apoptosis.Cell Death Differ2002985686110.1038/sj.cdd.440107812107828

[B70] SuZGoldsteinNIFisherPBAntisense inhibition of the PTI-1 oncogene reverses cancer phenotypes.Proc Natl Acad Sci USA1998951764176910.1073/pnas.95.4.17649465091PMC19182

How the deposited data were processed for this re-analysis (not part of the article)

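Gene expression was measured in MIA PaCa-2 cells on Affymetrix HG U133 Plus 2.0 arrays, with 3 arrays of MTX-sensitive and 3 of MTX-resistant cells. All columns of the deposited table were matched to a sample. The values the authors deposited are MAS5 signal intensities on a linear scale, 1 per probe set and array, scaled so that the trimmed mean of every array is nearly equal. The MAS5 version is not stated in the paper's text or the labels. The paper's later steps in GeneSpring, the division by the array's median, the ratio to the sensitive cells and the control strength filter, are not part of the deposited values. The number of arrays limits the precision.

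From the deposited intensities, log2 values were computed here after raising the 1 value at or below 0 to the lowest positive value of its array, and the median over all 54675 probe sets of an array was subtracted. The 21340 probe sets with the highest mean log2 value were kept, and resistant cells were compared with sensitive cells in limma 3.58.1 under R 4.3.3, with lmFit and eBayes. P-values were adjusted by Benjamini and Hochberg with a threshold of 0.05, and a further count asked for at least a 2-fold change. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

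Of the probe sets, 40218 carry 1 gene symbol, 1711 several and 12746 none in the platform's annotation, and 40164 were matched to a current symbol. Of those kept, 18400 carry 1 symbol, 902 several and 2038 none. No gene was named from a probe set with several symbols. Gene order was taken from the annotation of GRCh38.p14, without its coordinates.

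The genes the text names were fixed by a rule before the data were examined, with the values of the paper's tables already seen. They are the 10 genes with the largest increase and the 10 with the largest decrease among those past the threshold with at least a 2-fold change and no overlap between the groups (the probe set with the smallest p for each gene), the genes of Table 5, the genes the paper's text names for all lines, the 4 members of each gene list with the largest change past the threshold, and the measured genes of 5q14. An item named by that rule is not reported here. Some other genes are named beside a list's count or on chromosome 5 and were chosen after their values were seen, such as FPGS, PSAT1, PHGDH, LGALS3BP, F2R and IQGAP2.

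The gene lists were also fixed before the data were examined, as 23 pathway lists and 5 lists of markers of other cell types. They hold 679 entries, 579 of them on the array. Each gene was represented by its brightest probe set. The 22 pathway lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. Medians of 11 neighbouring genes were set against 1000 permutations of the gene order, and the chromosomes against 10000 permutations of the genes, with the genes as units. The chromosomes were tested after the neighbouring genes had been seen.

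Alternatives set before the data were examined were quantile normalization, scaling to the 75th percentile, no scaling, no filter, a stricter filter of 15000 probe sets, a pseudocount of 32, the replicate number as a block, the methods' t-test, limma with a trend, the ratio of arithmetic means, Spearman correlation, other tests of gene lists, the mean over the probe sets of a gene, and leaving out each array. All 10 splits of the arrays into groups of 3 were compared.

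The scripts were tested on simulated data of 21340 probe sets for this comparison with 200 changed probe sets. At a log2 change of 0.5, 3 of 67 were recovered (4.48%), at 1, 37 of 67 (55.2%), and at 2, 64 of 66 (97.0%). Among 106 calls, 2 were unchanged probe sets (1.89%). The raised list was called, and 0 of 20 unchanged lists were called.

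The other cell lines, RT-PCR, siRNA and gene copy number were not analysed here.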

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

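The tests of scaling, dim signal, chance order, the whole of chromosome 5 and the growth medium, and the comparison of chromosomes, were chosen only after the result was seen; the splits of the arrays were not. The location of the ATF4 genes on chromosomes 10 and 21 was set before that location was seen, but after the comparison of chromosomes. The scaling tests of the gene lists were also narrowed to quantile normalization after their values were known, because a factor per array cancels in a median relative to all genes, and the scaling test of the share of higher calls was changed from quantile normalization to the other scalings.

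More probe sets were lower than higher in resistant cells, with 33.2% higher among those past the threshold. The share was 45.0% with scaling to the 75th percentile and 54.4% with no scaling, so that the excess depends on the scaling chosen. Each of these scalings moves all probe sets of an array alike, so that the share had to move. Median scaling stays open as a source of the excess. Quantile normalization, with 48.9%, forces balance and decides nothing. Without scaling, the probe sets left out by the filter lay 0.13 above the kept ones in median log2 change, so that dim signal, which sets the arrays' medians, stays open as a source. No external standard was measured, and a change in the total amount of mRNA was not tested.

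Raised genes clustered around MSH3 on chromosome 5; the paper lists several of them for MIA PaCa-2, SSBP2 and ATG10 in Table 5 and MSH3 and ZFYVE16 in Additional data file 5, and discusses amplification at 5q14 in resistant cells, but does not give these neighbours as a group in MIA PaCa-2. The window of 11 genes centred on MSH3 had a median relative log2 change of 2.94, and the highest window in 1000 permuted gene orders had 1.41, which argues against a chance order. Quantile normalization left the list's median at 1.22, which argues against the scaling, and the 439 genes of chromosome 5 outside the span had a median of 0.35 against 1.38 within it, which argues against a gain of the whole chromosome alone. A gain of gene copies in this region, which the paper discusses, may explain the pattern and stays open, since its copy-number measurements were not analysed here.

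Genes of serine and glycine synthesis and the ATF4 response, which the paper does not discuss as a group, had a median relative log2 change of -1.16. With quantile normalization it was -1.12, which argues against the scaling. Of the 27 lower members, 3 (11.1%) lie on chromosomes 10 and 21. For the members elsewhere, this argues against the lower expression of chromosomes 10 and 21 as the cause. Chromosomes 7, 11 and 12 also had negative medians (-0.30, -0.45 and -0.18). They hold further members, among them ASNS, SLC3A2 and DDIT3, and were not part of this test. The growth medium and methotrexate resistance cannot be told apart, since the number of groups that part medium from resistance is 0, and both stay open.

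Other signals lie in genes the paper's text does not discuss. The 7 measured replication-dependent histone genes, of 27 listed, had a median relative log2 change of 3.31. Several of them are neighbours on chromosome 6. The windows of 11 genes centred on H1-2, H2AC6 and H2BC5 each had a median of 2.33, above the highest permuted window of 1.41. Whether the region or the gene class rose was not tested. On chromosome 10 the median was -0.53, with 287 of 403 genes lower, and on chromosome 21 it was -0.97, with 86 of 100 lower, against 34.2% lower among all measured genes (permutation p = 1.0e-04 for each, the smallest that 10000 permutations can give, with genes as units). The p does not single them out: 9 of 23 chromosomes reached it, among them chromosome 11, with 355 of 568 genes lower, chromosome 7, with 262 of 476 lower, and chromosome 5, with 161 of 460 higher. A window of HOXB genes on chromosome 17 had a median of -2.32. SLC19A1, the reduced folate carrier, had a log2 change of -2.13, lower on 3 of 3 resistant arrays than on every sensitive array, and it is itself a gene of chromosome 21.

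The 10 splits of the arrays are too few for a share under 0.05. Every split but the real one also mixes sensitive and resistant arrays in both groups. The difference between the cells then adds to the spread within groups, and part of it stays between them. The counts of those splits are therefore not what arrays without a difference would give, and no conclusion is drawn from them. The real split gave 10212 probe sets past the threshold and the highest other split 0, so that 1 split reached the real count. For the 2-fold count the real value was 2941 and the highest other 0, again with 1 split reaching it. For gene lists by camera the real value was 3 and the highest other 5, and all 10 splits reached the real value.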

How the results depend on the processing

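All alternatives were planned. Past the adjusted p, the count was 4775 with no filter, where more probe sets were tested. The 2-fold count was 1895 with the stricter filter, which tests fewer probe sets, and 1871 with a pseudocount of 32. The share of higher calls was 48.9% with quantile normalization, 45.0% with the 75th percentile, 54.4% with no scaling and 43.7% with the pseudocount, and at 2-fold 49.1%, 46.5% and 57.0% under the 3 scalings. Leaving out 1 array gave counts of 8559 to 10589 and 2887 to 3256. The methods' t-test gave 7688 and 2738 after Benjamini-Hochberg, limma with a trend 10682 and 2949. With the replicate block the counts were 9973 and 2948; correlations of same-number deviations were -0.05, 0.05 and 0.03, so that the numbers do not pair the arrays. The correlation of arrays was 0.878 with the stricter filter, 0.909 with the pseudocount and 0.888 as Spearman's. The gene lists past the threshold numbered 0 with an estimated correlation, 15 with fry, and 3 to 6 without 1 array (6 without resistant replicate 1, 5 without resistant replicate 3), and the 5q14 list, at 1.38, then had an adjusted p of 0.33 with the estimated correlation. EEF1A1 on 227708_at, PIK3R3 and SSBP2 kept direction and side of the adjusted p threshold wherever they were tested, and ATG10 did except with no filter (1.06, adjusted p = 0.051), but SSBP2 and ATG10 fell under 2-fold with the pseudocount (0.92 and 0.91) and without resistant replicate 1 (0.98 and 0.88). With no filter 31 of 132 named probe sets lost their call. The causes were not tested. Dim signal limits the folds of genes near background.

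Reversed signs were all among results that did not pass, with 0.15 as the lowest adjusted p. With quantile normalization, CD99 on 201028_s_at was 0.015, EEF1A1 on 213477_x_at -2.3e-04, phosphoinositide 3-kinase subunits 0.037, translation elongation factors -0.082 and Wnt target and regulator genes -7.6e-05. With the 75th percentile, no scaling and the pseudocount, EEF1A1 was 0.019, 0.11 and 0.021 on 204892_x_at, 0.11, 0.20 and 0.11 on 213583_x_at and 0.11, 0.20 and 0.11 on 213614_x_at, and RPS23 on 200926_at 0.089, 0.18 and 0.092. With no filter, mesenchymal genes were 0.0039, purine synthesis and salvage -0.027, translation elongation factors -0.040 and Wnt target and regulator genes -0.10, the last -0.0012 with the pseudocount. With the mean over probe sets, autophagy was 0.042, phosphoinositide 3-kinase subunits 0.22 (0.0024 with the stricter filter) and Wnt target and regulator genes -0.039. Leaving out 1 array gave -0.43 to 0.41 for DHRS2 on 206463_s_at, -0.27 to 0.59 on 214079_at, -0.68 to 0.35 for EEF1A1 on 1557120_at, -0.22 to 0.011 on 204892_x_at, -0.074 to 0.096 on 213477_x_at, -0.10 to 0.089 on 213583_x_at, -0.11 to 0.096 on 213614_x_at and -0.15 to 0.069 for RPS23 on 200926_at. For lists it gave -0.19 to 0.015 for epithelial genes, -0.17 to 0.046 for mesenchymal genes, -0.049 to 0.11 for phosphoinositide 3-kinase subunits, -0.032 to 0.081 for purine synthesis and salvage, -0.016 to 0.058 for pyrimidine and deoxynucleotide synthesis, -0.085 to 0.069 for translation elongation factors and -0.062 to 0.059 for Wnt target and regulator genes. The cause was not tested.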

Differences from the paper's values

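No value of the main setting differed from the paper's by the rule set for it. The paper's count is 7612 transcripts past the corrected p and 2248 with at least a 2-fold change, against 10212 and 2941 here at the same thresholds, with another filter and with limma. The methods' t-test gave 7688 and 2738 after Benjamini-Hochberg, the setting with a first count nearest to the paper's. The paper's counts lay within 1.5 times of those of every alternative except no filter, with 4775 and 3696.

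The paper states that EEF1A1 was overexpressed in resistant cells. Here 1 of its 6 probe sets, 227708_at, had a log2 change of 1.20, which gives the fold of 2.29 that is also the paper's, and the 4 with the highest signals had log2 changes of -0.11 to 0.008, near the top of the arrays' range, where saturation was not tested. By RT-PCR (Table 6) the paper reports an increase of EEF1A1 in MIA PaCa-2, which runs the same way as 227708_at. Which transcript that probe set measures was not determined here. SCG2 has the highest fold of the paper's list, whereas SPOCK1 had the largest log2 change here, 9.10, and SCG2 6.18. The signal of SPOCK1 in sensitive cells was 2.5, below the array's median, and with a pseudocount of 32 SCG2 (5.60) lay above SPOCK1 (5.42) and below PDE5A (6.07). Of the 10 genes with the largest increase here, 2 are among the paper's entries with a fold above 1. The other 8 had mean signals of 2.5 to 24.4 in sensitive cells, and the lowest such signal among the paired entries of the paper's list was 39.2. PDE5A had 6.33 here, but it is in the paper's list through another of its probe sets. Its signal here therefore does not decide whether low signal parts the 8 from the listed genes. SCG2 had 50.1. The 322 2-fold probe sets with a mean sensitive signal below 39.2 were all higher here. The filter on the mean fixes this outcome, since a 2-fold fall from such a signal would leave the mean below the cut. Their direction therefore decides nothing. Low signal stays open as a reason for the absence of the 8.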

Other observations

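Genes of cell identity went both ways in resistant cells. Of 15 epithelial genes, 1 was higher and 6 were lower (2 and 6 when adjusted over the list alone; adjusted p = 0.52 from camera), with log2 changes of -4.30 for SPINT2, a protease inhibitor, -2.95 for the tight junction gene OCLN and -1.64 for CLDN1. Of 12 mesenchymal genes, 3 were higher and 5 lower (3 and 5 when adjusted over the list alone; adjusted p = 0.92), with 4.80 for the collagen COL3A1 and -2.19 for ZEB1. Of 22 interferon-stimulated genes, 8 were higher and 9 lower (9 and 9 when adjusted over the list alone; adjusted p = 0.59; 9 higher and 8 lower with quantile normalization), with 2.54 for PLSCR1 and 2.25 for LGALS3BP against -3.43 for IFIT3 and -2.81 for ISG15. Of the list of UDP-glucuronosyltransferases and aldo-keto reductases, 4 genes were measured, AKR1C1, AKR1C2, AKR7A2 and the dehydrogenase UGDH, and all 4 were lower (4 when adjusted over the list alone). They are too few for a test, and none of them is a UDP-glucuronosyltransferase.

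For the remaining lists, counts are given as higher and lower at an adjusted p under 0.05 from limma, with camera's adjusted p. Apoptosis regulators had 3 and 13 of 21 (0.30), p53 targets 3 and 9 of 23 (0.75), mitosis genes 3 and 10 of 27 (0.75), and DNA replication genes 7 and 8 of 36 (0.52). Cholesterol synthesis and uptake had 7 and 3 of 18 (0.13), mismatch repair 3 and 0 of 7 (0.10), cytosolic ribosomal proteins 1 and 0 of 51 (0.078), and NRF2 targets 4 and 6 of 18 (0.95). Purine genes had 1 and 6 of 17 (0.75), pyrimidine genes 0 and 6 of 21 (0.92), and Wnt target and regulator genes 0 and 2 of 8 (0.95). When adjusted over the list alone, these counts differed for DNA replication (6 higher), ribosomal proteins (0 higher) and pyrimidine genes (5 lower). With quantile normalization the balance turned for DNA replication genes, with 13 higher and 4 lower, and NRF2 targets, with 7 and 6. It became even for pyrimidine genes, with 5 and 5, and Wnt genes, with 1 and 1, and stayed lower for mitosis genes, with 5 and 6, and purine genes, with 3 and 6. For NRF2 targets, purine and pyrimidine genes, elongation factors, phosphoinositide 3-kinase subunits and Wnt genes, the sign of the relative median and the direction of camera differed.

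None of the 5 marker lists of other cell types had 5 measured genes. The log2 change was 0.24 for CEACAM5 of the colon markers (adjusted p = 0.29), 0.50 for EPOR and -0.01 for RHAG of the erythroid markers, -1.62 for XBP1 of the breast markers, and -6.82 for RUNX2 of the osteosarcoma markers. Of the fibroblast markers, COL3A1 had 4.80 (adjusted p = 4.4e-06), COL1A2 -0.96 (adjusted p = 0.0034) and COL1A1 -0.35 (adjusted p = 0.16), and the last 2 are also osteosarcoma markers.

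Other genes that the paper's text names were measured here in MIA PaCa-2. DKK1, an inhibitor of Wnt signalling, had a log2 change of -0.54 (standard error 0.12, adjusted p = 0.0054, and 0.090 with no filter). With quantile normalization the log2 change of DKK1 was -0.27, so that its size depends on the scaling. MYO1E had -1.33 (adjusted p = 4.1e-05). CD99 had -0.25 and -0.35 on its probe sets (adjusted p = 0.17 and 0.058), and DHRS2 had 0.06 and 0.24 (adjusted p = 0.90 and 0.62). IGFBP7 and MAP7 lay below the filter on the mean and were not tested. The MAP7 probe sets had log2 changes of 4.52, 3.04 and 2.21, and the brightest of them in resistant cells went from a signal of 5.93 ± 1.82 (SD, n = 3) to 156 ± 33.7 (SD, n = 3), whereas the mean signals of IGFBP7 were at most 3.57 in both groups.

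On chromosome 5, F2R and IQGAP2 near the 5q14 list had log2 changes of 4.94 and 5.20. The median relative log2 change was 0.39 over all 460 measured genes of chromosome 5, -0.45 over chromosome 11 and -0.30 over chromosome 7.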
